# The E3 ubiquitin ligase Nedd4 fosters developmental myelination in the mouse central and peripheral nervous system

**DOI:** 10.1002/glia.24642

**Published:** 2024-11-07

**Authors:** Cristina Fimiani, Jorge A. Pereira, Joanne Gerber, Ingrid Berg, Jonathan DeGeer, Sven Bachofner, Jonas S. Fischer, Manuel Kauffmann, Ueli Suter

**Keywords:** myelination, Nedd4, oligodendrocytes, radial sorting, Schwann cells

## Abstract

Ubiquitination is a major post‐translational regulatory mechanism that tunes numerous aspects of ubiquitinated target proteins, including localization, stability, and function. During differentiation and myelination, Oligodendrocytes (OLs) in the central nervous system and Schwann cells (SCs) in the peripheral nervous system undergo major cellular changes, including the tightly controlled production of large and accurate amounts of proteins and lipids. Such processes have been implied to depend on regulatory aspects of ubiquitination, with E3 ubiquitin ligases being generally involved in the selection of specific ubiquitination substrates by ligating ubiquitin to targets and granting target selectivity. In this study, we have used multiple transgenic mouse lines to investigate the functional impact of the E3 ubiquitin ligase Nedd4 in the OL‐ and SC‐lineages. Our findings in the developing spinal cord indicate that Nedd4 is required for the correct accumulation of differentiated OLs and ensures proper myelination, supporting and further expanding previously suggested conceptual models. In sciatic nerves, we found that Nedd4 is required for timely radial sorting of axons by SCs as a pre‐requirement for correct onset of myelination. Moreover, Nedd4 ensures correct myelin thickness in both SCs and spinal cord OLs.

## 1 INTRODUCTION

In jawed vertebrates, oligodendrocytes (OLs) and Schwann cells (SCs) are the myelinating glial cells of the central nervous system (CNS) and peripheral nervous system (PNS), respectively. In the developing OL lineage, OL differentiation involves the conversion of oligodendrocyte precursor cells (OPCs) into OLs and further maturation to enable myelination (Adams et al., 2021; Nave & Werner, 2014). In the PNS, the SC lineage derives from neural crest cells and proceeds through several differentiation stages before SCs start to myelinate axons (Jessen et al., 2015). Prior to and as a prerequisite for myelination, immature SCs sort single large‐caliber axons out of axon bundles to engage in a 1:1 relationship through mechanisms that require expansion of SC numbers and SC process extensions (Feltri et al., 2016).

Myelin consists of massively expanded and specialized cell membrane which surrounds axonal segments in multiple compacted spiral wraps, facilitating rapid action potential propagation (Nave & Werner, 2014). To form and establish myelin in appropriate proportions to the associated axons, OLs and SCs must synthesize large and accurate amounts of proteins and lipids in a timely controlled manner (Bradl & Lassmann, 2010; Chrast et al., 2011; Figlia et al., 2018). Multiple mechanisms are required to ensure the proper regulation involved and homeostasis, including control of adequate protein production and quality control (Figlia et al., 2018; Volpi et al., 2017; Yang et al., 2021). Disturbances in such processes may result in dysfunctional OLs and SCs, contributing to CNS and PNS disorders (Chrast et al., 2011; Nave & Werner, 2014).

Post‐translational protein ubiquitination establishes a complex ubiquitin (Ub) code that can modulate the fate of the ubiquitinated target proteins by inducing changes to features such as stability, protein interactions, localization, and activity (Rape, 2018). In this context, the Ub‐proteasome system (UPS) is involved in modulating levels of functionally critical proteins and in mediating degradation of damaged proteins (Marques et al., 2006; Oh et al., 2018). E3 Ub ligases carry out the transfer of Ub to internal amino acid residues (usually lysines) of specific target proteins. In this way, individual E3 ligases are crucial in determining substrate specificity (Rape, 2018). Dysfunctions in protein ubiquitination and UPS have been implicated in various human diseases, including cancer, autoimmunity, and neurodegeneration (Gómez‐Martín et al., 2008; Schmidt et al., 2021; Sun et al., 2020), emphasizing the importance of Ub‐mediated processes to protect health and homeostasis.

Neural precursor cell expressed, developmentally downregulated 4 (Nedd4, also known as Nedd4‐1) is a E3 Ub ligase (Boase & Kumar, 2015) which plays key roles at multiple stages of neural development (Christie et al., 2012; Drinjakovic et al., 2010; Hsia et al., 2014; Kawabe et al., 2010; Liu et al., 2009; Wiszniak et al., 2013). Beyond development, Nedd4 protects neurons from toxicity by ubiquitinating alpha synuclein and routing it for lysosomal degradation (Davies et al., 2014; Tofaris et al., 2011). In this context, loss of Nedd4 has been correlated with neurodegeneration in Parkinson's disease (Canal et al., 2016; Tofaris et al., 2011). Initial transcriptomics data have revealed that *Nedd4* is expressed by various cell types of the mouse cerebral cortex, including neurons, endothelial cells, astrocytes, and throughout the OL lineage (Zhang et al., 2014). Moreover, single‐cell RNA sequencing has confirmed *Nedd4* expression in the OL lineage (Marques et al., 2016). Proteomics data showed that Nedd4 protein can be detected in the adult mouse brain, in OL‐lineage cells acutely isolated from mouse pups, and in primary OL‐lineage cell cultures obtained from newborn mice (Sharma et al., 2015). Furthermore, Nedd4 expression was found in the OL lineage by analyzing mouse spinal cord and brain tissue sections (Ding et al., 2020). In the mouse PNS, bulk and single‐cell RNA sequencing data indicate that *Nedd4* is widely expressed in the SC lineage (Gerber et al., 2021; Yim et al., 2022). Functionally, it has been demonstrated that Nedd4 promotes neural crest cell survival and regulates aspects of craniofacial and PNS development (Lohraseb et al., 2022; Wiszniak et al., 2013).

Despite constituting different cell types, SCs and OLs share, besides enabling myelination, other common functions including the support and organization of associated axons (Bouçanova & Chrast, 2020; Pease‐Raissi & Chan, 2021; Rasband & Peles, 2021; Stassart et al., 2018). Being a general regulatory mechanism, ubiquitination is likely to play essential roles in both types of myelinating glia. In support of this hypothesis, several E3 ubiquitin ligases have been implicated in the regulation of myelination carried out by SCs and/or by OLs, including Fbxw7 (Harty et al., 2019; Kearns et al., 2015), Herc1 (Bachiller et al., 2018), and Mdm2 (Fumagalli et al., 2015). In our study, we aimed at evaluating the relevance of Nedd4 in the OL lineage and SC lineage during developmental CNS and PNS myelination, respectively. Towards this goal, we used multiple transgenic mouse lines to deplete Nedd4 from each of these lineages. Our results in the developing spinal cord indicate that Nedd4 is necessary for correct accumulation of differentiated OLs, timely onset of myelination, and accurate myelin thickness. These results agree with and expand findings of studies carried out in parallel by others (Cristobal et al., 2022; Ding et al., 2020). In the SC lineage, we discovered that Nedd4 is required for timely radial sorting of axons and concomitantly for the timely onset of myelination. Moreover, Nedd4 ensures correct myelin thickness.

## 2 MATERIALS AND METHODS

### 2.1 Experimental animals

To achieve conditional deletion of Nedd4 in OLs, Nedd4 floxed mice (*Nedd4* ^*tm3.1Bros*^, MGI:4836405, abbreviated as Nedd4^fl/fl^ in this manuscript) (Kawabe et al., 2010) were crossed with mice carrying a cre recombinase (Cre) transgene under the control of the *Olig2* promoter (*Olig2* ^*tm2(TVA,cre)Rth*^, RRID:IMSR_JAX:011103, abbreviated as Olig2^cre^ in this manuscript; knock‐in allele in the endogenous locus) (Schüller et al., 2008) or *Cnp* promoter (*Cnp* ^*tm1(cre)KAN*^, MGI:3051635, abbreviated as Cnp^cre^ in this manuscript; knock‐in allele in the endogenous locus) (Genoud et al., 2002; Lappe‐Siefke et al., 2003). These breedings gave rise to Olig2^cre^:Nedd4^fl/fl^ (referred to as *Olig2*Nedd4^cKO^) and to Nedd4^fl/fl^ (referred to as Control) mice, or to Cnp^cre^:Nedd4^fl/fl^ (referred to as *Cnp*Nedd4^cKO^) and to Nedd4^fl/fl^ (referred to as Control) mice. The *Gt(ROSA)26Sor* ^*tm1(EYFP)Cos*^ reporter mouse line (RRID:IMSR_JAX:006148, abbreviated as Rosa26‐stop^fl/wt^‐YFP in this manuscript) (Srinivas et al., 2001) was crossed in for fluorescence‐activated cell sorting (FACS)‐based experiments to label recombined cells. In such experiments, Olig2^cre^:Rosa26‐stop^fl/wt^‐YFP mice were used as controls (referred to as Control*) and Olig2^cre^:Nedd4^fl/fl^:Rosa26‐stop^fl/wt^‐YFP mice as mutants (referred to as *Olig2*Nedd4^cKO^*). To achieve conditional deletion of Nedd4 in SCs, Nedd4^fl/fl^ mice were crossed with mice carrying a Cre transgene under the control of *Mpz* (Tg(Mpz‐cre)26Mes/J; RRID:IMSR_JAX:017927, abbreviated as Mpz^cre^ in this manuscript) (Feltri et al., 1999) or *Dhh* (FVB(Cg)‐Tg(Dhh‐cre)1Mejr/J; RRID:IMSR_JAX:012929, abbreviated as Dhh^cre^ in this manuscript) (Jaegle et al., 2003) gene regulatory sequences. These breedings gave rise to Mpz^cre^:Nedd4^fl/fl^ (referred to as *Mpz*Nedd4^cKO^) and to Nedd4^fl/fl^ (referred to as Control) mice, or to Dhh^cre^:Nedd4^fl/fl^ (referred to as *Dhh*Nedd4^cKO^) and to Nedd4^fl/fl^ (referred to as Control) mice.

Genotypes were determined through genomic PCR with the following primers: Nedd4 forward, 5′‐GTA CAT TTT AGT TCA TGG TTC TCA CAG G‐3′; Nedd4 reverse, 5′‐CAG AGG TCA CAT GGC TGT GGG‐3′; Cre forward, 5′‐ATC GCC AGG CGT TTT CTG AGC ATA C‐3′; Cre reverse, 5′ GCC AGA TTA CGT ATA TCC TGG CAG C‐3′; Rosa26‐stop^fl/wt^‐YFP primer A, 5′‐AAA GTC GCT CTG AGT TGT TAT‐3′; Rosa26‐stop^fl/wt^‐YFP primer B, 5′‐GCG AAG AGT TTG TCC TCA ACC‐3′; Rosa26‐stop^fl/wt^‐YFP primer C, 5′‐GGA GCG GGA GAA ATG GAT ATG‐3′. The mouse lines used in this study were on a C57BL/6 background. Cre was used and maintained heterozygous in mice that carry this transgene. Mice were group‐housed with a maximum of five animals/cage, kept in a 12‐h light–dark cycle, and fed standard chow ad libitum. Mice of either sex were used in experiments. Mice were allocated to experiments based on their age and genotype. All animal experiments were performed in accordance with protocols approved by the Zurich Cantonal Veterinary Office (permits ZH090/2017 and ZH119/2020).

### 2.2 Electron microscopy

For spinal cord extraction, mice were euthanized and immediately perfused with 4% paraformaldehyde (Electron Microscopy Sciences Cat. #19208) in 0.1 M phosphate buffer. Spinal cords were dissected and fixed at least overnight with 3% glutaraldehyde (Merck Cat. #G5882) and 4% paraformaldehyde in 0.1 M phosphate buffer. Sciatic nerves were dissected and placed on a thick paper and directly fixed at least overnight with 4% paraformaldehyde and 3% glutaraldehyde in 0.1 M phosphate buffer. After fixation, tissues were treated with 2% osmium tetroxide solution (in 0.1 M phosphate buffer) (Electron Microscopy Sciences, Cat. #19100) and dehydrated over a series of acetone gradients (30%, 50%, 70%, 90%, 96%, and twice at 100%). Following dehydration, acetone was replaced by Spurr's resin (Electron Microscopy Sciences, Cat. #14300) over sequential treatments with increasing resin/acetone gradients (33%, 50%, 66%, 100%). Ultrathin sections (99 nm) of sciatic nerves or of spinal cords within the range of vertebral levels thoracic 13 (T13) and lumbar 1 (L1) were prepared with either a Reichert Jung Ultracut E or a Leica UC7 ultramicrotome and placed on indium tin oxide (ITO) coverslips (Optics Balzers, Cat. #204439). Contrasting of sections was performed with uranyl acetate and lead citrate, and images were acquired with a Zeiss Merlin SEM attached to an ATLAS module. Image acquisition was controlled via the ATLAS software (ATLAS 4 and 5, Zeiss).

### 2.3 Morphological analysis and g‐ratio measurements

For spinal cords, quantification of the number of myelinated and not‐myelinated axons was performed on random fields with equal dimensions overlaid on the electron microscopy (EM) panoramas of similar anatomical regions that were acquired as described above. For analysis at postnatal day 60 (P60), the sums of myelinated axons and clearly identified not‐myelinated axons within these random fields were used to calculate the proportion of myelinated axons. For sciatic nerves, quantifications of sorted axons (number of myelinated and not‐myelinated axons) were performed on whole cross sections of nerves. To obtain measurements for g‐ratio assessment, the axon diameter was derived from the measured axon area, while the fiber diameter was calculated by adding the axon diameter to twice the average myelin thickness measured at two different and well‐preserved locations of the respective myelin ring. From this, the g‐ratio was calculated by dividing the axon diameter by the fiber [axon + myelin] diameter. At least 100 fibers/animal were analyzed in the random fields evaluated (see figure legends for detailed numbers). All measurements were performed using Photoshop versions CC 2018‐2022 (Adobe, RRID:SCR_014199). Additionally, automated quantification of g‐ratio was performed on whole cross sections of sciatic nerves by applying a modified version of AxonSeg (Zaimi et al., 2016) using MATLAB (RRID:SCR_001622). Main changes included the consideration of at least 180 radial projections to evaluate myelin thickness, out of which the average of the second sextile was used for further calculations. Measurements were computationally and manually filtered, yielding at least 1483 g‐ratio values per sample for sciatic nerves.

### 2.4 Antibodies

The following primary antibodies were used: Rabbit anti‐Nedd4 (Cell Signaling Technology, Cat. #2740, RRID:AB_2149312, 1:1000), rabbit anti‐H3 (Cell Signaling Technology, Cat. #4499, RRID:AB_10544537, 1:2000), mouse anti‐α‐Tubulin (Sigma‐Aldrich Cat. #T5168, RRID:AB_477579, 1:10,000), mouse CC1 antibody (Calbiochem, Cat. #OP80, RRID:AB_2057371, 1:500), mouse anti‐OLIG2 (Millipore, Cat. #MABN50, RRID:AB_10807410, 1:1000; used in combination with the PDGFRα antibody and for quantifications of OLIG2+ cells), rabbit anti‐OLIG2 (Millipore, Cat. #AB9610, RRID:AB_570666, 1:500; used in combination with the CC1 antibody), rabbit anti‐PDGFRα (Cell Signaling Technology, Cat. #3174, RRID:AB_2162345, 1:600), goat anti‐SOX10 (R&D System, Cat. #AF2864, RRID:AB_442208, 1:200), rabbit anti‐Ki‐67 (Abcam, Cat. #ab15580, RRID:AB_443209, 1:200; used on sciatic nerve sections), rabbit anti‐Ki‐67 (Abcam, Cat. #ab16667, RRID:AB_302459, 1:200; used on spinal cord sections in combination with the mouse anti‐OLIG2 antibody), rabbit anti‐cleaved caspase 3 (cC3) (Cell Signaling Technology, Cat. #9664, RRID:AB_2070042, 1:1000; on spinal cord sections used in combination with the mouse anti‐OLIG2 antibody). HRP‐, AP‐, and fluorophore‐conjugated secondary antibodies were purchased from Jackson ImmunoResearch and used 1:500 for immunostainings or 1:5000 for western blots.

### 2.5 Immunostainings

For spinal cord extraction, mice were euthanized and subsequently intracardially perfused with PBS (137 mM NaCl, 2.7 mM KCl, 10 mM Na_2_HPO_4_, 1.8 mM KH_2_PO_4_ in H_2_O) followed by 4% paraformaldehyde, 5% sucrose in PBS. Dissected tissues were post‐fixed in a solution containing 4% paraformaldehyde and 5% sucrose in PBS overnight at 4°C, subsequently washed in PBS, cryoprotected with 30% sucrose in PBS overnight at 4°C, and finally embedded in OCT (Sakura, Cat. #4583). Sciatic nerves were dissected immediately after euthanasia and fixed with 4% paraformaldehyde in PBS for 1 h at room temperature, followed by 1 h in 10% sucrose in PBS, and finally overnight in 20% sucrose in PBS at 4°C, before embedding in OCT. Cryosections were prepared at 10 μm and collected on SuperFrost Plus (Thermo Fisher Scientific, Cat. #1255015) microscopy slides, which were air‐dried and stored at −80°C until further use. For spinal cord immunohistochemistry, slides were thawed at room temperature and rehydrated with PBS for 10 min. For sciatic nerve immunohistochemistry, sections were incubated in PBS for 5 min, and then permeabilized (20 min in 0.5% TX100 in PBS) prior to blocking. Slides with spinal cord or sciatic nerve sections were then immersed in blocking buffer (for spinal cords: 1% Triton X‐100, 10% donkey serum, in PBS; for sciatic nerves: 0.1% Triton X‐100, 10% donkey serum, 1% BSA, in PBS) for 1 h and incubated with primary antibody diluted in blocking buffer overnight at 4°C. The following day, sections were washed three times with PBS and incubated with fluorophore‐conjugated secondary antibody diluted in blocking buffer for 1 h at room temperature, counterstained with DAPI (Life Technologies, Cat. #62247), and mounted with ImmuMount (Fisher Scientific, Epredia™, Cat. #10662815). For cC3 immunostaining on spinal cord sections, slides were immersed in blocking buffer (0.3% Triton X‐100, 5% donkey serum, in PBS) for 1 h and incubated with primary antibody diluted in antibody dilution buffer (1% BSA, 0.3% Triton X‐100, in PBS) overnight at 4°C. The following day, sections were washed three times with PBS and incubated with fluorophore‐conjugated secondary antibody diluted in antibody dilution buffer for 1 h at room temperature, counterstained with DAPI (Life Technologies, Cat. #62247), and mounted with ImmuMount (Fisher Scientific, Epredia™, Cat. #10662815). For cell proliferation analysis on sciatic nerve sections, pregnant mice or mouse pups were injected with 50 μg of EdU (Thermo Fisher Scientific, Cat. #A10044)/g of body weight and euthanized 1 h later. EdU staining was performed using the Click‐iT EdU Alexa488 kit (Thermo Fisher Scientific, Cat. #C10337) as per manufacturer's instructions. Immunostainings were imaged using an epifluorescence microscope (Zeiss Axio Imager.M2) equipped with a monochromatic CCD camera (sCMOS, pco.edge), with a ×20 objective. Zen2 Software (blue edition, RRID:SCR_013672) was used for data acquisition. Monochromatic fluorescence images were false colored after acquisition. Three spinal cord hemisections (within the range of vertebral levels T13 and L1) and three sciatic nerve sections per animal were imaged and analyzed. Total spinal cord area analyzed per animal by fluorescence microscopy was 0.58 ± 0.01 mm^2^ for white matter and 1.12 ± 0.02 mm^2^ for gray matter (mean ± standard error of the mean).

### 2.6 Fluorescence‐activated cell sorting of OPC‐ and OL‐enriched fractions

Mice expressing the YFP reporter (Rosa26‐stop^fl/wt^‐YFP) were euthanized at P10, and spinal cords were exposed at the sacral and cervical levels. A syringe fitted with a cut and smoothened canula and filled with cold PBS was inserted into the sacral spinal cavity, allowing extraction of spinal cords from the cervical cavity by hydraulic pressure. Spinal cords were minced and transferred into a dish filled with enzymatic solution (HBSS (Gibco, Cat. #14175‐095), 20 μM HEPES, 80 U/mL DNaseI (Sigma‐Aldrich, Cat. #D4527), 1 mM MgSO_4_, 20 U/mL Papain (Sigma‐Aldrich, Cat. #P3125), 0.46% glucose, 0.5 mM EGTA, 0.24 mg/mL l‐cysteine) previously incubated at 37°C for 30 min. Tissues were treated with the enzymatic solution for 30 min at 37°C on a shaker. The reaction was blocked with Stop buffer (HBSS [Gibco, Cat. #14175‐095], 20 μM HEPES, 10% Fetal Bovine Serum, 40 U/mL DNaseI [Sigma‐Aldrich, Cat. #D4527], 10 mM MgSO_4_, 0.46% glucose, 5 mM EGTA), the dissociated tissue was triturated with a 1 mL pipette tip, passed through a 100 μm SmartStrainer, before transferring into a falcon tube. The suspension was centrifuged at 4°C (5 min at 380*g*). The cell pellet was carefully resuspended in FACS flow buffer (400 μL; 0.5% BSA, 5 mM EGTA, 1× penicillin/streptomycin, 5 μg/mL Insulin, in PBS) and passed through a 50 μm filter. Cell sorting was performed on a Sony SH800 cell sorter (RRID:SCR_018066), and respective software (version 2.1.5).

### 2.7 Oligodendrocyte precursor cell cultures

Mice expressing the YFP reporter (Rosa26‐stop^fl/wt^‐YFP) were used to generate OPC cultures. OPCs were enriched from P10 spinal cords using FACS as described above. Sorted cells were cultured in SATO growth medium (Emery & Dugas, 2013) supplemented with 20 ng/mL PDGFα (Peprotech, Cat. #100‐13A) and 10 ng/mL CNTF (Peprotech, Cat. #450‐13). Cell culture dishes were pre‐coated with 0.02 mg/mL Poly‐d‐lysine (Sigma, Cat. #P6407). Half of the medium was exchanged every other day with full supplement of growth factors. Once confluent, cells were collected for western blot experiments (see below).

### 2.8 RNA extraction for RNA sequencing and RT‐qPCR analysis

Total RNA from acutely sorted OPC‐ and OL‐enriched fractions was extracted using Qiazol (Qiagen, Cat. #79306) as per manufacturer's instructions. Sciatic nerves were placed in ice‐cold PBS, the epineurium and perineurium were removed as much as possible, and nerves were snap‐frozen in liquid nitrogen. Prior to RNA purification, the endoneurium‐enriched nerves were mechanically ground to a powder while frozen using an RNAse‐free pestle (VWR international, Cat. #4310094). Total RNA was extracted using Qiazol as per manufacturer's instructions. Samples were used for RNA sequencing (see section below) or processed for RT‐qPCR analysis as follows: 100 ng of total RNA were reverse transcribed using Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Cat. #K1641) as per manufacturer's instructions. qPCR reactions were performed using FastStart Essential DNA Green Master (Roche, Cat. #06402712001) and Light Cycler 480 II (Roche, Product number D 100 03). The following primers were used in the qPCR reactions: Actinb forward, 5′‐GTC CAC ACC CGC CAC C‐3′; Actinb reverse, 5′‐GGC CTC GTC ACC CAC ATA G‐3′; Pdgfra forward, 5′‐CAC AAT AAC GGG AGG CTG GT‐3′; Pdgfra reverse, 5′‐TAT ACA CAG TCT GGC GTG CG‐3′; Enpp6 forward, 5′‐GGA TGG TTT TCG CTC AGA CTA CA‐3′; Enpp6 reverse, 5′‐GTT GCC GAT CAT CTG GTG GA‐3′; Tcf7l2 forward, 5′‐CCT CCG CAC CCT CCA GAT AT‐3′; Tcf7l2 reverse, 5′‐CCT AGA CAT AGA TGC GTT GAC TGT‐3′; Mbp forward, 5′‐CTC CAT CGG GCG CTT CTT TA‐3′; Mbp reverse, 5′‐TGA GTC CTT GTA CAT GTG GCA C‐3′; Mag forward, 5′‐CTG CCT TCA ACC TGT CTG TG‐3′; Mag reverse, 5′‐CGG GTT GGA TTT TAC CAC AC‐3′; Mog forward 5′‐CGT GCA GAA GTA GAG AAT CTC CAT‐3′; Mog reverse, 5′‐ATC ACT CAA AAG GGG TTT CTT AGC T‐3′; Plp1 forward, 5′‐GCA AGG TTT GTG GCT CCA AC‐3′; Plp1 reverse, 5′‐GCG AAG TTG TAA GTG GCA GC‐3′; Klk6 forward, 5′‐CCT GGC AAG ATC ACC CAG AG‐3′; Klk6 reverse, 5′‐GAG GCG ACC CCC ACA TAC TA‐3′. OL‐lineage markers were selected based on (Marques et al., 2016; Xiao et al., 2016).

### 2.9 Illumina RNA‐sequencing and analysis

All steps were performed at the Functional Genomics Center Zurich following the procedure outlined in Gerber et al. (2019) with minor modifications. The quality of isolated RNA was determined with a Qubit (1.0) Fluorometer (Life Technologies) and a Bioanalyzer 2100 (Agilent). Only samples with a 260/280 nm ratio between 1.8–2.1 and a 28S/18S ratio within 1.5–2 were further processed. The TruSeq RNA Sample Prep Kit v2 (Illumina) was used in the succeeding steps. Briefly, total RNA samples (150 ng) were polyA enriched and then reverse‐transcribed into double‐stranded cDNA. The cDNA samples were fragmented, end‐repaired and polyadenylated before ligation of TruSeq adapters containing the index for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched with PCR. The quality and quantity of the enriched libraries were validated using Qubit (1.0) fluorometer and the Caliper GX LabChip GX (Caliper Life Sciences). The product was a smear with an average fragment size of approximately 260 bp. Libraries were normalized to 10 nM in 10 mM Tris‐Cl, pH 8.5 with 0.1% Tween 20. The final libraries were sequenced on a NovaSeq 6000 (Illumina) in single read 100 nucleotides mode. The raw reads were first cleaned by removing adapter sequences, trimming low quality ends, and filtering reads with low quality (phred quality <20) using Trimmomatic (Version 0.36, RRID:SCR_011848) (Bolger et al., 2014). Sequence pseudo alignment of the resulting high‐quality reads to the Mouse reference genome (build GRCm38.p6) and quantification of gene level expression (gene model definitions based on GENCODE release M23) was carried out using Kallisto (version 0.44.0, RRID:SCR_016582) (Bray et al., 2016). Differential expression was computed using the generalized linear model implemented in the Bioconductor package edgeR (R version: 3.6.1, edgeR version: 3.28.0, RRID:SCR_012802) (Robinson et al., 2010). Genes showing altered expression with adjusted (Benjamini and Hochberg method) *p*‐value <.05 (labeled as false discovery rate, FDR) were considered differentially expressed. These differentially expressed genes were submitted to gene ontology analysis using EnrichR (2021 version, RRID:SCR_001575) (Chen et al., 2013; Kuleshov et al., 2016) and ShinyGo (version 0.76, RRID:SCR_019213) (Ge et al., 2020), and to the canonical pathway analytical tool of the Ingenuity pathway analysis software (IPA, Qiagen, RRID:SCR_008653; version of July 2022).

### 2.10 Western blots

To prepare protein lysates from cultured OPCs, cells were harvested in PN2 lysis buffer (25 mM Tris–HCl pH 7.4, 95 mM NaCl, 10 mM EDTA, 2% SDS, 1% protease inhibitor (Roche, Cat. #11844600) and phosphatase inhibitors (Roche, Cat. #04906837001)), sonicated, boiled for 5 min, and centrifuged at 17,000*g* for 10 min at room temperature. To prepare protein lysates from sciatic nerves, these were placed in ice‐cold PBS immediately after dissection, the epineurium and perineurium were removed as much as possible, and finally the endoneurium‐enriched nerves were snap‐frozen in liquid nitrogen and stored at −80°C until further use. To extract proteins, the nerves were ground while frozen as described above, mixed with PN2 lysis buffer, sonicated, boiled for 5 min, and centrifuged at 17,000*g* for 10 min at room temperature. Protein yield was assessed with the Pierce micro‐BCA protein assay kit (Thermo Fisher Scientific, Cat. #23235) following the manufacturer's instructions. Ten μg of proteins/sample were mixed 4:1 with sample buffer (200 mM Tris–HCl pH 6.8, 40% glycerol, 8% SDS, 20% β‐mercaptoethanol, 0.4% bromophenol blue), boiled for 5 min, loaded on 4%–15% polyacrylamide gradient gels (Biorad, Mini Protean TGX) for SDS‐PAGE, and blotted onto a PVDF membrane (Millipore, Cat. #IPVH00010). After blocking with 5% BSA or 5% milk in TBS with 0.1% Tween 20 (TBS‐T), membranes were incubated overnight with primary antibodies diluted in 5% BSA in TBS‐T. The following day, membranes were incubated with HRP‐ or AP‐conjugated secondary antibodies diluted in 5% milk in TBS‐T, 1 h at room temperature. HRP‐ or AP‐conjugated secondary antibodies were visualized using ECL Prime (Amersham, Cat. #GERPN2232) or CDP‐Star (Merck, Cat. #C0712) according to manufacturer's directions, respectively. Signals were detected using Fusion FX7 (Vilber Lourmat). Quantification of band intensities was performed with ImageJ (version 1.53e, RRID:SCR_003070). Histone H3 or α‐Tubulin were used as normalization control. Full‐length western blots related to the bands depicted in figure 1 and figure 6 are shown in Figure S2. The molecular size shown next to the cropped bands refers to the apparent molecular weight estimated from the Precision Plus Protein Standards (BioRad, Cat. #161‐0373).

### 2.11 Quantifications and statistical analysis

Statistical analyses and plotting of graphics were carried out using GraphPad Prism (version 9.2.0, RRID:SCR_002798). Tabular calculations were performed with Microsoft Excel (RRID:SCR_016137). Data distribution was assumed to be normal, and variance was assumed to be equal, although this was not formally tested due to low *n* numbers. Sample sizes were chosen according to sample sizes generally employed in the research field. The following criteria were considered to select the statistical test: two‐tailed unpaired Student's *t*‐test was used when two conditions or genotypes were compared. When one condition was a constant, then the one‐sample *t*‐test was used. A criterion of *p* < .05 was applied for determination of statistical significance. For the analysis of immunohistochemical and morphological data, the investigator was blind to the genotype. No randomization methods were applied. Image levels were adjusted in the same manner across genotypes to improve visibility of the features. Figure assembly was performed in Illustrator CC version 2022 (Adobe, RRID:SCR_010279). Summary of the statistical analysis is available in Table S2.

## 3 RESULTS

### 3.1 Targeting Nedd4 for deletion in the oligodendrocyte lineage

To elucidate the function of Nedd4 in OL development, we carried out loss‐of‐function experiments by breeding mice carrying loxP‐flanked *Nedd4* alleles (Nedd4^fl/fl^) (Kawabe et al., 2010) with mice expressing cre recombinase (Cre) under the control of either *Olig2* (Olig2^cre^) or *Cnp* (Cnp^cre^) gene regulatory elements (Genoud et al., 2002; Lappe‐Siefke et al., 2003; Schüller et al., 2008) (Figure 1a). Within the OL lineage, Olig2^cre^ has been used to achieve recombined floxed sites in OPCs and OLs (Calabretta et al., 2018; Maire et al., 2014; Schüller et al., 2008). Cnp^cre^ leads to recombined floxed sites in some OPCs and in OLs (Goebbels & Nave, 2019; Tognatta et al., 2017). Upon visual inspection, conditional knock‐out mice (*Olig2*Nedd4^cKO^ and *Cnp*Nedd4^cKO^) showed no evident macroscopic differences compared with Controls. Nedd4 protein levels were monitored in OPC‐enriched cell cultures, previously FAC‐sorted from spinal cords (SpCs) of *Olig2*Nedd4^cKO^* or Control* mice at postnatal day (P) 10 (DeGeer et al., 2022) using an additionally bred‐in YFP conditional reporter allele and gating for YFP reporter‐positive OL‐lineage cells and forward scatter area (FSC‐A) (Figure S1A–E). In this setting, YFP reporter expression was used to select for recombined cells, and FSC‐A was used to discriminate OPCs from differentiated OLs by their size. Immunoblotting analysis of protein lysates showed strongly decreased Nedd4 levels in *Olig2*Nedd4^cKO^* compared with Controls* (Figure 1b).

**FIGURE 1:**
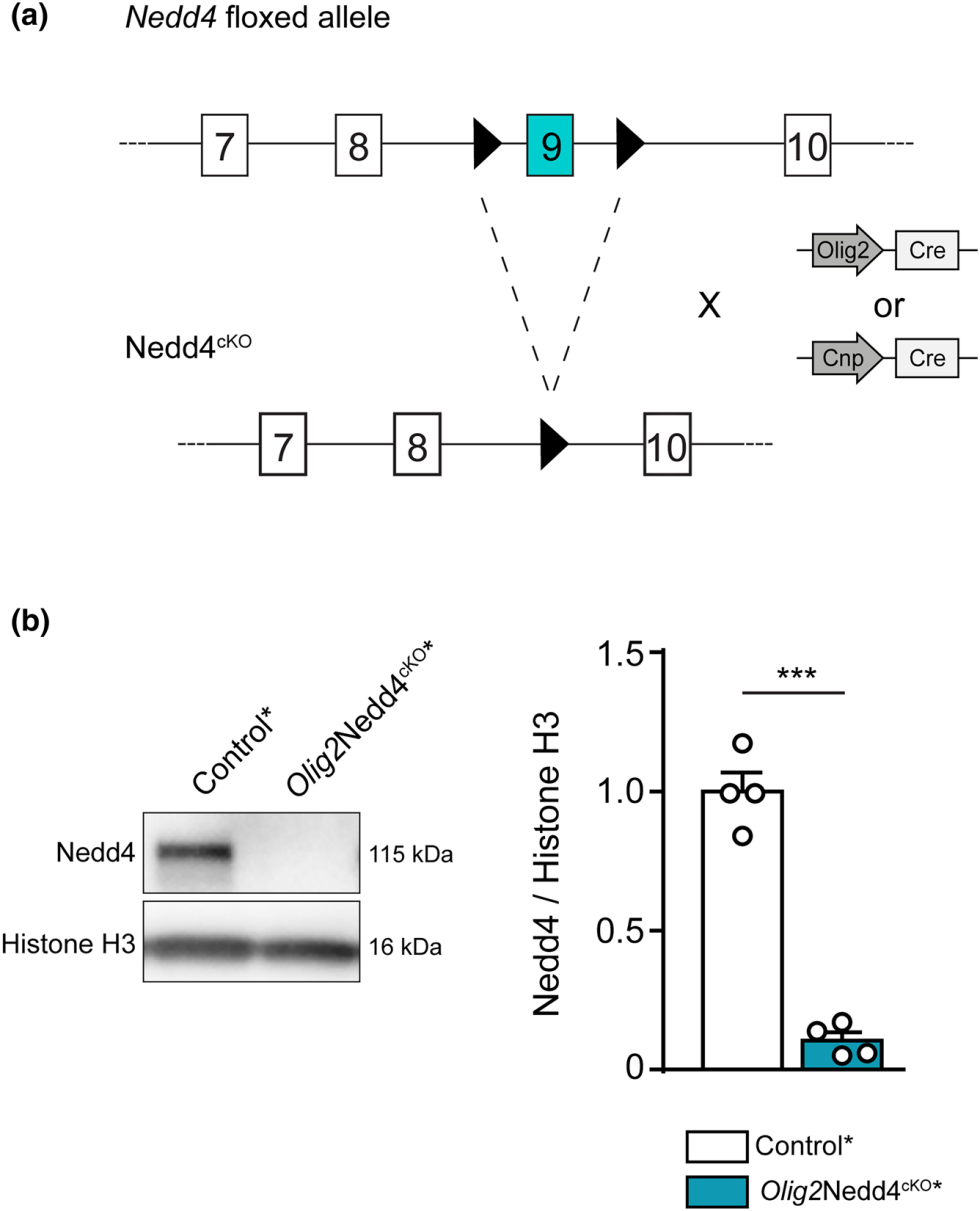
Generation of Nedd4 conditional deletion mouse models in the oligodendrocyte lineage. (a) Schematic of *Nedd4* floxed allele recombination upon *Olig2*‐ or *Cnp*‐driven Cre expression in vivo. *Nedd4* Exon 9 is flanked by two LoxP sites (black arrowheads) (Kawabe et al., 2010). A similar schematic is shown in Figure 6a. (b) Representative picture of western blot analysis of Nedd4 protein levels in primary cultured OPCs enriched by sorting from P10 *Olig2*Nedd4^cKO^* and Control* spinal cords (SpCs), quantified relative to histone H3 level (*n* = independent cultures prepared and analyzed from 4 mice per genotype; ***p < .001; two‐tailed unpaired Student's *t*‐test). Full‐length blots are shown in Figure S2A. Error bars indicate standard error of the mean (SEM). cKO, conditional knock‐out.

### 3.2 Nedd4 is required for timely onset of myelination and ensures correct myelin thickness in the developing spinal cord of *Olig2*Nedd4^cKO^ mice

To evaluate the impact of Nedd4 on CNS myelination, we carried out morphological analysis of the SpC ventral white matter (vWM) from *Olig2*Nedd4^cKO^ and Control mice at different time points by EM (Figure 2). At P10, we observed fewer myelinated axons per cross‐section area in *Olig2*Nedd4^cKO^ mutants compared with Controls (Figure 2a,b), pointing to a defect in developmental myelination. Further analysis at P60 did not show significant differences in the percentage of myelinated axons in *Olig2*Nedd4^cKO^ mice compared with Controls (Figure 2a,c) indicating that the observed defects at P10 represent a transient delay. To inspect whether Nedd4 deletion affected correct myelin thickness, we quantified the g‐ratio (ratio of axon diameter to fiber [axon + myelin] diameter) at P60. Myelinated axon profiles in *Olig2*Nedd4^cKO^ SpCs displayed a mild but significant increase in g‐ratio values, consistent with a reduction of myelin sheath thickness compared with Controls (Figure 2d,e). Overall, these data indicate that Nedd4 is required for proper developmental myelination and contributes towards ensuring accurate myelin thickness in the developing SpC of *Olig2*Nedd4^cKO^ mice.

**FIGURE 2:**
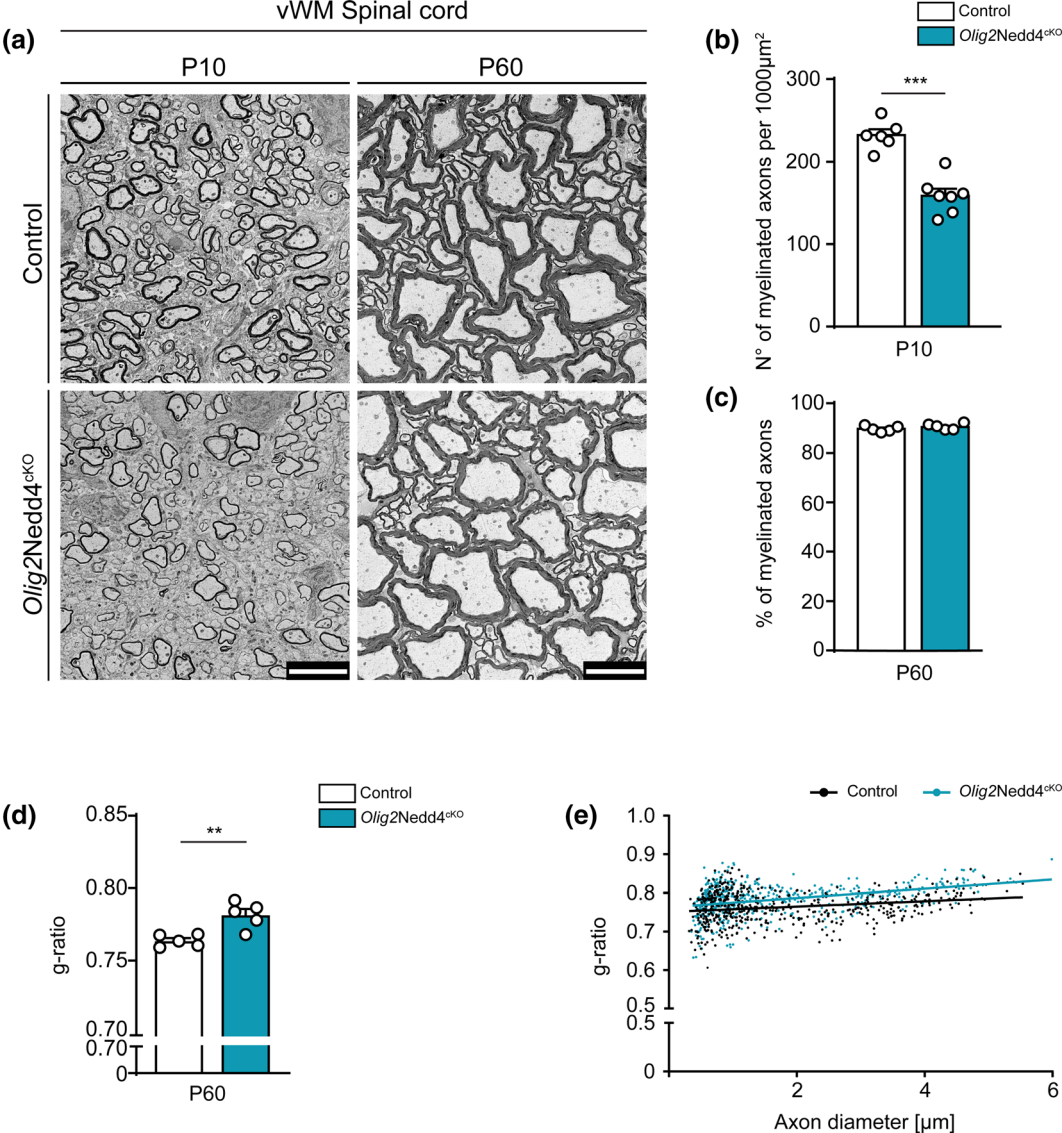
Nedd4 deletion, driven by Olig2^cre^, causes delayed myelination onset and mild hypomyelination in the spinal cord. (a) Representative electron micrographs of Control and *Olig2*Nedd4^cKO^ spinal cord (SpC) ventral white matter (vWM) cross‐sections at different postnatal (P) timepoints. Scale bars: 5 μm. (b) Quantification of the number of myelinated axons per 1000 μm^2^ of SpC vWM in *Olig2*Nedd4^cKO^ compared with Controls at P10 (*n* = 6 and 7 Control and *Olig2*Nedd4^cKO^ mice, respectively. ***p < .001; two‐tailed unpaired Student's *t*‐test; 349–699 axons quantified per animal). (c) Quantification of percentage of myelinated axons in P60 SpC vWM of *Olig2*Nedd4^cKO^ compared with Controls (*n* = 5 mice per genotype; two‐tailed unpaired Student's *t*‐test; 241–545 axons quantified per animal). (d) Quantification of mean g‐ratios of myelinated axons in P60 *Olig2*Nedd4^cKO^ SpC vWM compared with Controls (*n* = 5 mice per genotype; 102–107 axons quantified per animal; **p < .01; two‐tailed unpaired Student's *t*‐test). (e) Scatter plot of measurements and respective linear regression line per genotype showing the distribution of g‐ratio versus axon diameter in SpC vWM of *Olig2*Nedd4^cKO^ compared with Controls at P60 (*n* = 5 mice per genotype). Error bars indicate standard error of the mean (SEM).

### 3.3 Deletion of Nedd4 driven by Olig2^cre^ impedes the correct accumulation of differentiated oligodendrocytes

A study involving transgenic mice in different experimental settings has recently reported a role of Nedd4 in OL‐lineage development (Ding et al., 2020). In this context, we evaluated whether Nedd4 is required for the correct accumulation of differentiated OLs in *Olig2*Nedd4^cKO^ mice by carrying out immunohistochemistry on *Olig2*Nedd4^cKO^ and Control SpC cross‐sections at P10 (Figure 3). Our results show a decreased density of differentiated OLs (CC1+ OLIG2+) both in white matter (WM) and gray matter (GM) of *Olig2*Nedd4^cKO^ SpCs compared with Controls (Figure 3a,c,e,h), whereas the density of OPCs (PDGFRα+ OLIG2+) was not significantly changed in WM (Figure 3b,f) and was moderately reduced in GM (Figure 3d,i). Furthermore, we found that the density of all OL‐lineage cells (OLIG2+) was reduced in WM and GM (Figure 3g,j), in line with the observed reduction in the density of differentiated CC1+ OLIG2+ cells. In addition, we assessed proliferation (density of Ki‐67+ OLIG2+ cells) and apoptosis (density of cC3+ OLIG2+ cells). No significant changes in *Olig2*Nedd4^cKO^ SpC WM and GM were detected compared with Controls (Figure S3A–H). These results are consistent with similar findings reported by Ding et al. in a different OL‐lineage Nedd4 cKO mouse model (Nedd4 deletion mediated by Sox10^Cre^) analyzed at an earlier time point (P0) (Ding et al., 2020). Of note, *Olig2* function has been described to be dosage‐dependent during early OL development in an *Olig2* heterozygous knock‐out mouse line with at least partial compensation later (Liu et al., 2007). Another study analyzing a different *Olig2* heterozygous knock‐out line did not report such a dependency (Wedel et al., 2020). In this context, we assessed whether the presence of only one functional allele of *Olig2* in *Olig2*Nedd4^cKO^ mice is likely to contribute to the findings in our specific experimental settings. A comparative analysis of Olig2^cre^ mice with Control (wildtype) mice did not detect significant changes in the density of OLIG2+ cells in SpC WM and GM at P10 (Figure S4E,F,I,J). Moreover, analysis of differentiated OL (CC1+ OLIG2+) and OPC (PDGFRα+ OLIG2+) densities did not reveal significant differences between Olig2^cre^ and wildtype mice in the SpC WM and GM (Figure S4A–H). Taken together, our results agree with and support published findings (Cristobal et al., 2022; Ding et al., 2020) indicating that one function of Nedd4 is its requirement for correct OL‐lineage development.

**FIGURE 3:**
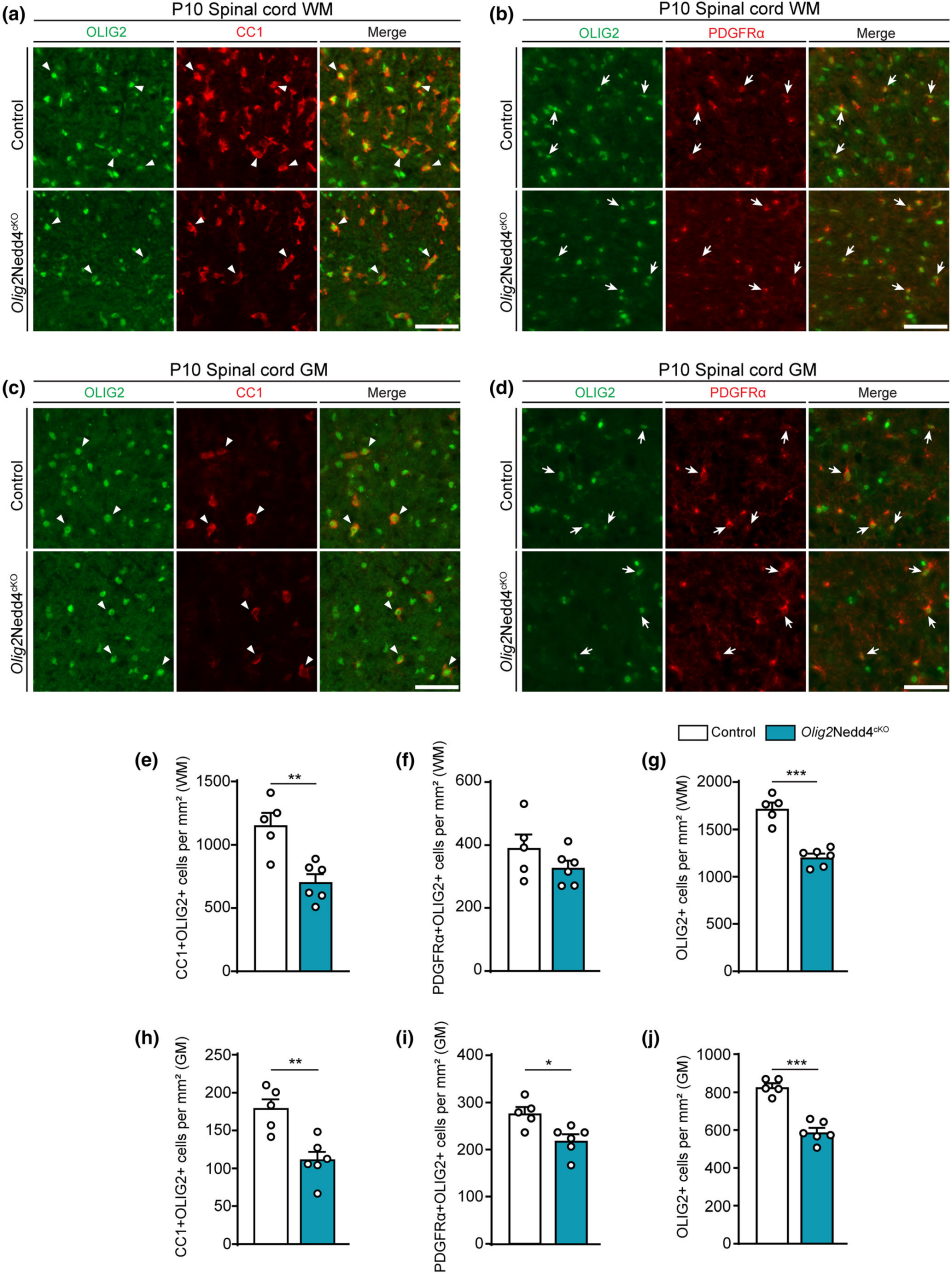
Impaired accumulation of differentiated oligodendrocytes detected after loss of Nedd4, driven by Olig2^cre^, in the spinal cord. (a) Representative immunostainings of P10 *Olig2*Nedd4^cKO^ and Controls in SpC WM cross‐sections labeled with OLIG2 and CC1 antibodies. Arrowheads indicate examples of CC1+ OLIG2+ cells. Scale bar: 50 μm. (b) Representative immunostainings of P10 *Olig2*Nedd4^cKO^ and Controls in SpC WM cross‐sections labeled with OLIG2 and PDGFRα antibodies. Arrows indicate examples of PDGFRα+ OLIG2+ cells. Scale bar: 50 μm. (c) Representative immunostainings of P10 *Olig2*Nedd4^cKO^ and Controls in SpC GM cross‐sections labeled with OLIG2 and CC1 antibodies. Arrowheads indicate examples of CC1+ OLIG2+ cells. Scale bar: 50 μm. (d) Representative immunostainings of P10 *Olig2*Nedd4^cKO^ and Controls in SpC GM cross‐sections labeled with OLIG2 and PDGFRα antibodies. Arrows indicate examples of PDGFRα+ OLIG2 + cells. Scale bar: 50 μm. (e) Quantification of CC1+ OLIG2+ cells per mm^2^ as shown in (a) (**p < .01; two‐tailed unpaired Student's *t*‐test). (f) Quantification of PDGFRα+ OLIG2+ cells per mm^2^ as shown in (b) (two‐tailed unpaired Student's *t*‐test). (g) Quantification of OLIG2+ cells per mm^2^ as shown in (b) (***p < .001; two‐tailed unpaired Student's *t*‐test). (h) Quantification of CC1+ OLIG2+ cells per mm^2^ as shown in (c) (**p < .01; two‐tailed unpaired Student's *t*‐test). (i) Quantification of PDGFRα+ OLIG2+ cells per mm^2^ as shown in (d) (*p < .05; two‐tailed unpaired Student's *t*‐test). (j) Quantification of OLIG2+ cells per mm^2^ as shown in (d) (***p < .001; two‐tailed unpaired Student's *t*‐test). (a–j) *n* = 5 and 6 Control and *Olig2*Nedd4^cKO^ mice, respectively. Error bars indicate standard error of the mean (SEM).

### 3.4 Deletion of Nedd4 driven by Cnp^cre^ interferes with timely onset of myelination and affects myelin thickness in the developing spinal cord

To support the observations in *Olig2*Nedd4^cKO^ mice, we extended our studies to SpCs extracted from *Cnp*Nedd4^cKO^ mice and respective Controls. Comparable to the results in *Olig2*Nedd4^cKO^ mice (Figure 2), we found also: (1) Reduced numbers of myelinated axons per area in *Cnp*Nedd4^cKO^ SpC vWM at P10 (Figure 4a,b); (2) no significant difference in the percentage of myelinated axons between *Cnp*Nedd4^cKO^ SpC vWM and Controls at P60 (Figure 4a,c); and (3) mildly higher g‐ratio values in *Cnp*Nedd4^cKO^ SpC vWM compared with Controls (P60) (Figure 4d,e). Thus, the morphological evaluation of *Cnp*Nedd4^cKO^ mice supports that Nedd4 is required for proper SpC myelination.

**FIGURE 4:**
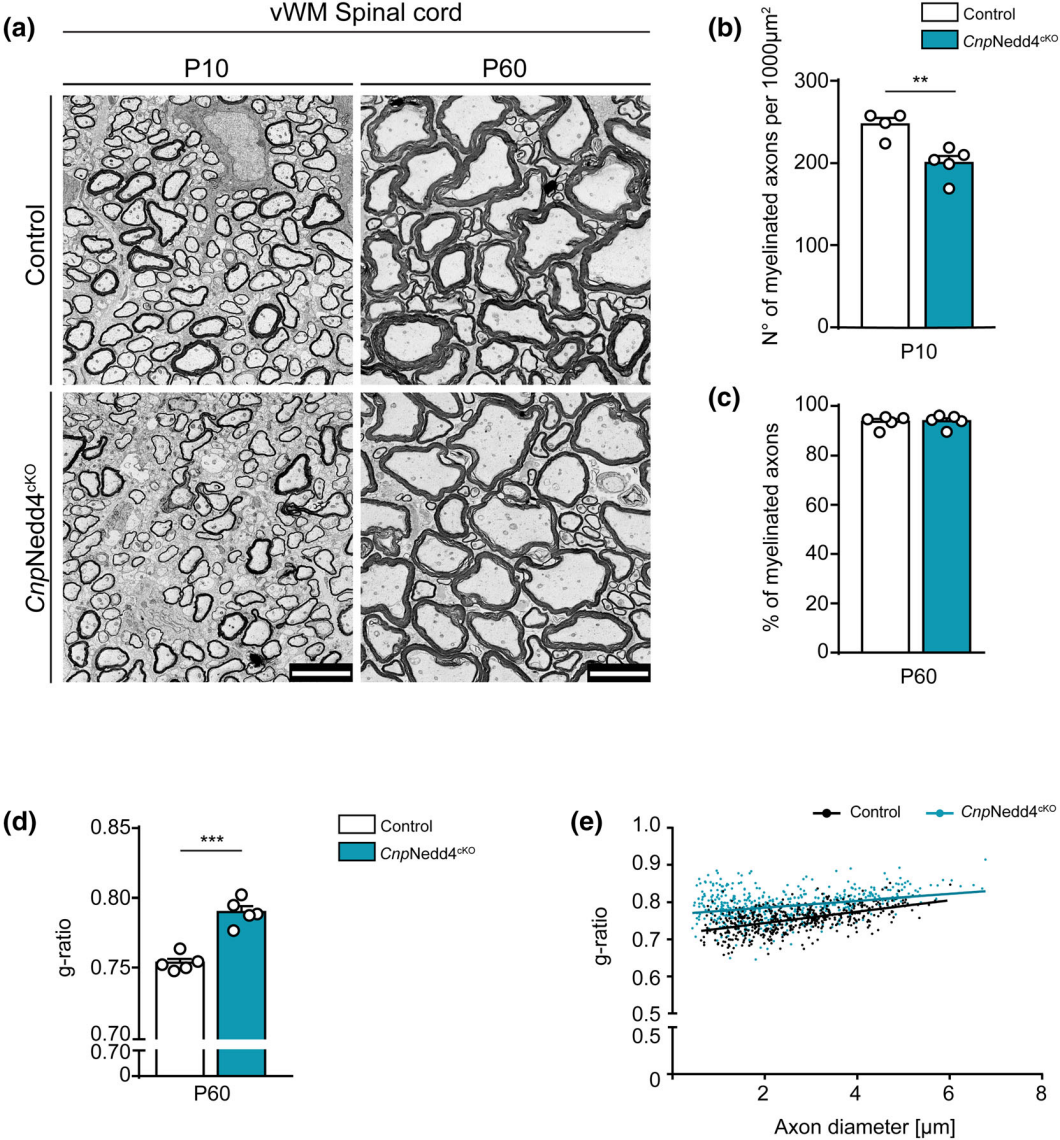
Nedd4 deletion, driven by Cnp^cre^, leads to delayed onset of myelination and mild hypomyelination in the spinal cord. (a) Representative electron micrographs of Control and *Cnp*Nedd4^cKO^ SpC vWM, at different postnatal timepoints. Scale bars: 5 μm. (b) Quantification of number of myelinated axons per 1000 μm^2^ in P10 SpC vWM in *Cnp*Nedd4^cKO^ compared with Controls (*n* = 4 and 5 Control and *Cnp*Nedd4^cKO^ mice, respectively; **p < .01; two‐tailed unpaired Student's *t*‐test; 456–698 axons quantified per animal). (c) Quantification of the percentage of myelinated axons in P60 SpC vWM of *Cnp*Nedd4^cKO^ compared with Controls (*n* = 5 mice per genotype; two‐tailed unpaired Student's *t*‐test; 385–628 axons quantified per animal). (d) Quantification of mean g‐ratio of myelinated axons in P60 *Cnp*Nedd4^cKO^ SpC vWM compared with Controls (*n* = 5 mice per genotype; 101–111 axons quantified per animal; ***p < .001; two‐tailed unpaired Student's *t*‐test). (e) Scatter plot of measurements and respective linear regression line per genotype showing the distribution of g‐ratio versus axon diameter in *Cnp*Nedd4^cKO^ compared with Controls at P60 (*n* = 5 mice per genotype). Error bars indicate standard error of the mean (SEM).

We also assessed whether differentiated OLs accumulated correctly in SpCs of *Cnp*Nedd4^cKO^ mice analogously to the immunohistochemical analysis carried out in *Olig2*Nedd4^cKO^ mice (Figure 3). However, we did not find significant differences compared with Controls (Figure 5). Taking also the findings by others on the critical role of Nedd4 in OL‐lineage differentiation into account (Ding et al., 2020), we favor the hypothesis that the lack of a detected deficiency in OL density in *Cnp*Nedd4^cKO^ mice at P10 is likely due to technical aspects, including potential differences in the extent and timing of loss of Nedd4 function in (differentiating) OPCs between our two genetic models. However, the observed comparable effects of loss of Nedd4 on SpC myelination in both *Cnp*Nedd4^cKO^ mice and *Olig2*Nedd4^cKO^ mice, without an overt defect in the density of differentiated OLs in P10 *Cnp*Nedd4^cKO^ mice, are consistent with a potential role of Nedd4 also at later stages of OL development and maturation (Cristobal et al., 2022; Ding et al., 2020).

**FIGURE 5:**
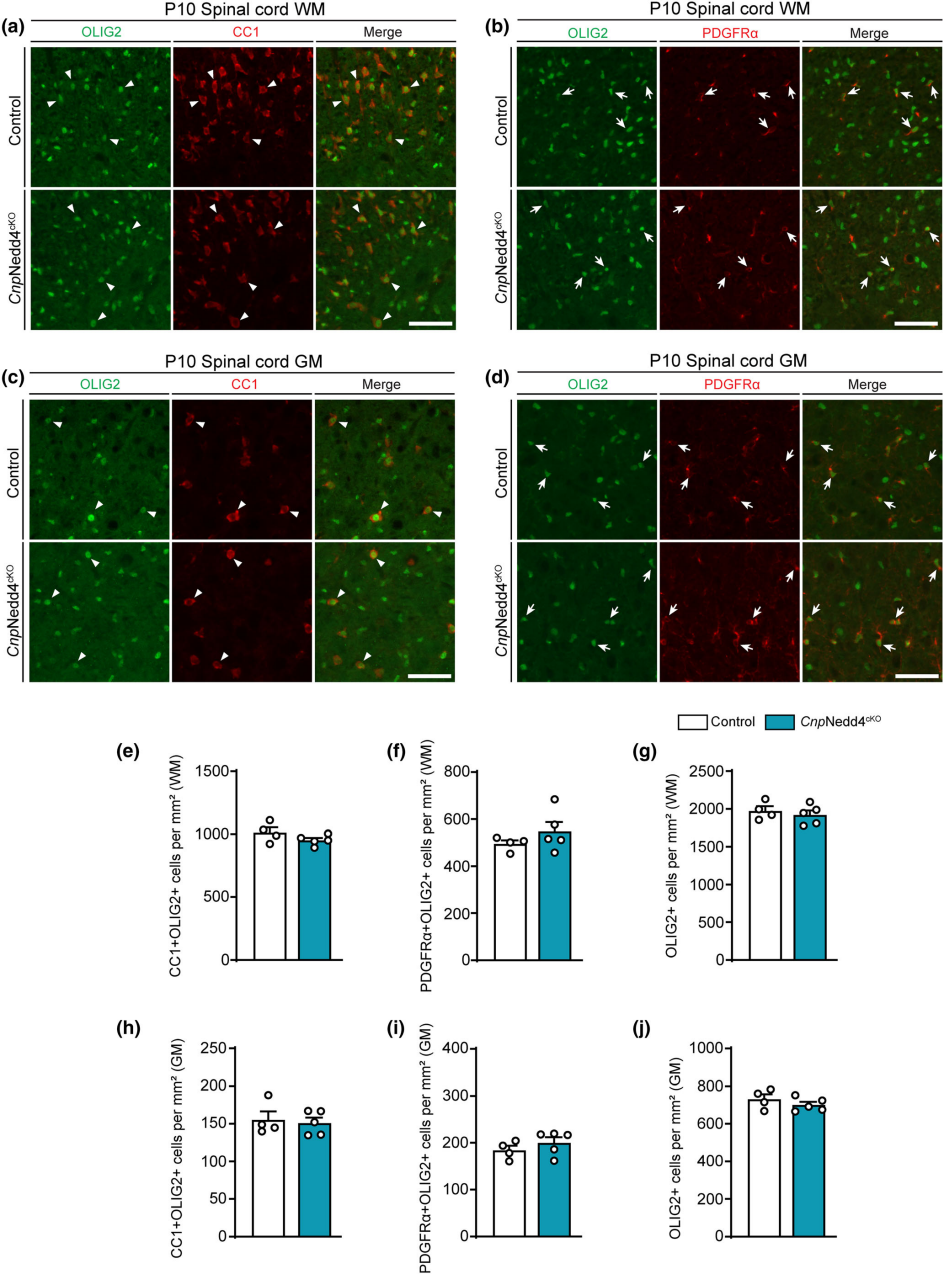
No significant impact on correct accumulation of differentiated oligodendrocytes detected after loss of Nedd4, driven by Cnp^cre^, in the spinal cord. (a) Representative immunostainings of P10 *Cnp*Nedd4^cKO^ and Controls on SpC WM cross‐sections labeled with OLIG2 and CC1 antibodies. Arrowheads indicate exemplary CC1+ OLIG2+ cells. Scale bar: 50 μm. (b) Representative immunostainings of P10 *Cnp*Nedd4^cKO^ and Controls in SpC WM cross‐sections labeled with OLIG2 and PDGFRα antibodies. Arrows indicate exemplary PDGFRα+ OLIG2+ cells. Scale bar: 50 μm. (c) Representative immunostainings of P10 *Cnp*Nedd4^cKO^ and Controls in SpC GM cross‐sections labeled with OLIG2 and CC1 antibodies. Arrowheads indicate exemplary CC1+ OLIG2+ cells. Scale bar: 50 μm. (d) Representative immunostainings of P10 *Cnp*Nedd4^cKO^ and Controls in SpC GM cross‐sections labeled with OLIG2 and PDGFRα antibodies. Arrows indicate exemplary PDGFRα+ OLIG2+ cells. Scale bar: 50 μm. (e) Quantification of CC1+ OLIG2+ cells per mm^2^ as shown in (a) (two‐tailed unpaired Student's *t*‐test). (f) Quantification of PDGFRα+ OLIG2+ cells per mm^2^ as shown in (b) (two‐tailed unpaired Student's *t*‐test). (g) Quantification of OLIG2+ cells per mm^2^ as shown in (b) (two‐tailed unpaired Student's *t*‐test). (h) Quantification of CC1+ OLIG2+ cells per mm^2^ as shown in (c) (two‐tailed unpaired Student's *t*‐test). (i) Quantification of PDGFRα+ OLIG2+ cells per mm^2^ as shown in (d) (two‐tailed unpaired Student's *t*‐test). (j) Quantification of OLIG2+ cells per mm^2^ as shown in (d) (two‐tailed unpaired Student's *t*‐test). (a–j) *n* = 4 and 5 Control and *Cnp*Nedd4^cKO^ mice, respectively. Error bars indicate standard error of the mean (SEM).

### 3.5 Targeting Nedd4 for deletion in the Schwann cell lineage

To investigate if Nedd4 has a role in SC development and function, we performed loss‐of‐function experiments by breeding mice carrying loxP‐flanked *Nedd4* alleles (Kawabe et al., 2010) with mice expressing Cre under the control of either *Mpz* (Mpz^cre^) (Feltri et al., 1999) or *Dhh* (Dhh^cre^) (Jaegle et al., 2003) gene regulatory elements (Figure 6a). Reduction of Nedd4 protein levels (Figure 6b) was confirmed in P5 sciatic nerves (SNs) of *Mpz*Nedd4^cKO^ compared with Controls. Note that Nedd4 is also expressed by cell types other than SCs in SNs (Gerber et al., 2021; Yim et al., 2022), a likely explanation for at least some of the residual expression observed in SC‐specific mutants.

**FIGURE 6:**
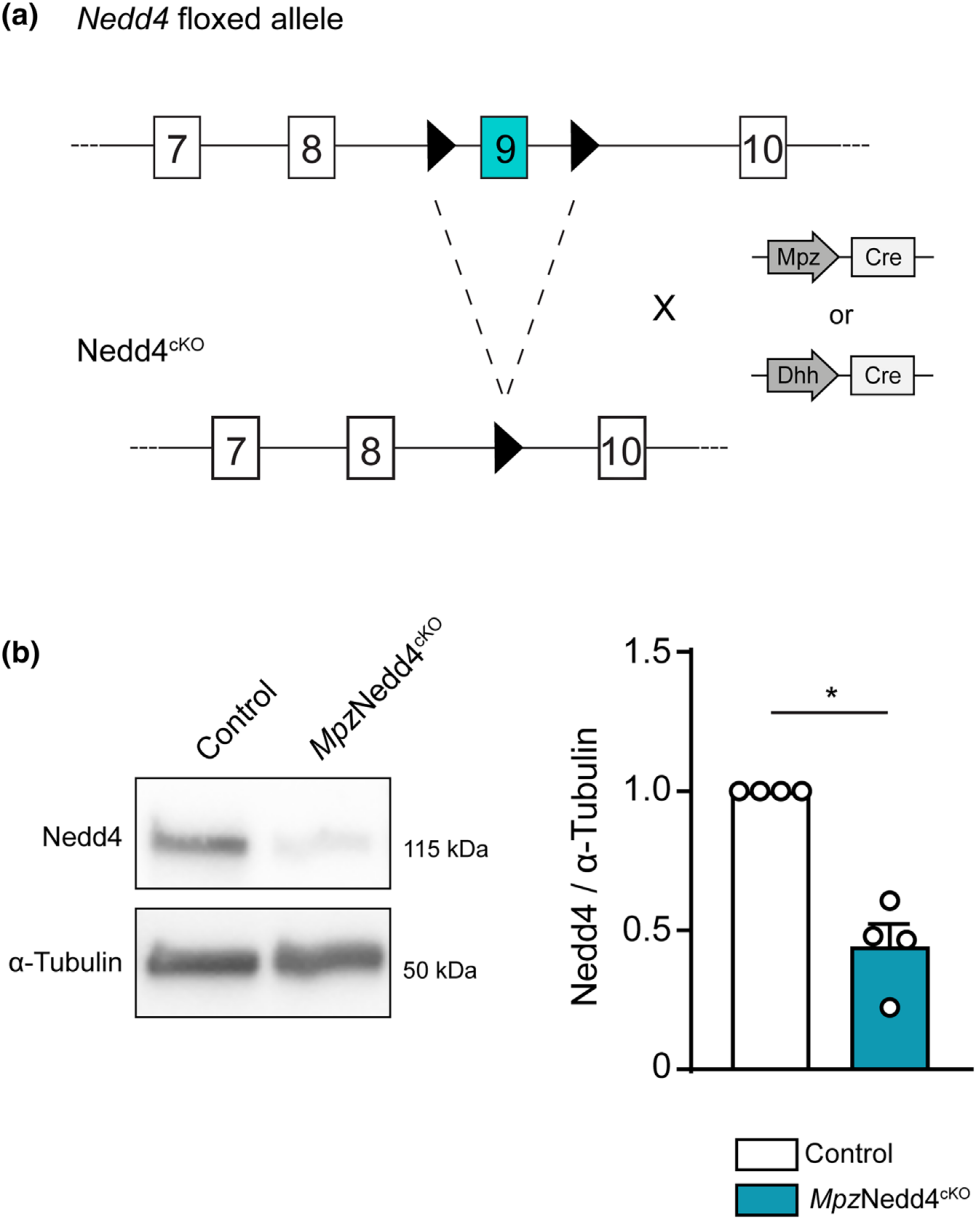
Generation of mouse models with Nedd4 deletion in the Schwann cell lineage. (a) Schematic of *Nedd4* floxed allele recombination upon *Mpz*‐ or *Dhh*‐driven Cre expression in vivo. *Nedd4* Exon 9 is flanked by two LoxP sites (black arrowheads) (Kawabe et al., 2010). A similar schematic is shown in Figure 1a. (b) Representative picture of western blot detection of Nedd4 protein levels in P5 *Mpz*Nedd4^cKO^ sciatic nerves (SNs) compared with Controls, and further quantification of Nedd4 protein levels relative to α‐Tubulin (*n* = 4 mice per genotype; *p < .05; one‐sample *t*‐test). Full‐length blots are shown in Figure S2B. Error bars indicate standard error of the mean (SEM). cKO, conditional knock‐out.

### 3.6 Nedd4 in Schwann cells is required for timely radial sorting of axons and ensures correct myelin thickness in the developing sciatic nerve

To evaluate the impact of Nedd4 deletion in SCs in PNS development, we performed morphometric quantifications of SNs from *Mpz*Nedd4^cKO^ or Control mice at different timepoints by EM (Figure 7). At P5, we observed fewer sorted axons (total numbers of single axons surrounded by a SC, myelinated or not) in *Mpz*Nedd4^cKO^ mutants compared with Controls (Figure 7a,b), suggesting a defect in the radial sorting process. Moreover, we found a reduction in the numbers of myelinated axons in *Mpz*Nedd4^cKO^ mutants compared with Controls (Figure 7a,c). Analysis at later timepoints (P60 and 1 year), showed no differences in number of myelinated axons in *Mpz*Nedd4^cKO^ mutants compared with Controls (Figure 7a,c), indicating that the defect observed at P5 has been resolved with time. To assess whether deletion of Nedd4 in SCs affects accurate myelin thickness, we quantified the g‐ratio in SNs from *Mpz*Nedd4^cKO^ and Controls at P60 and 1 year of age. In manual quantifications, *Mpz*Nedd4^cKO^ SNs displayed a mild increase in g‐ratio values at both ages, consistent with a reduction of the myelin sheath thickness compared with Controls (Figure 7a,d–f). As a complementary approach that facilitates analysis of greater numbers of axon‐myelin profiles, g‐ratios were also automatically determined based on myelinated profiles from whole cross sections of SNs using a modified version of AxonSeg (Zaimi et al., 2016). The results agreed with the manual g‐ratio analysis, confirming hypomyelination in P60 and 1 year‐old *Mpz*Nedd4^cKO^ nerves compared with Controls (Figure S5). Note that g‐ratio values obtained by the automated approach are lower than the corresponding manual g‐ratio quantifications, but the differences between genotypes are consistently detectable with both analytic strategies. To gather confirmatory evidence, we extended our analysis to *Dhh*Nedd4^cKO^ mice (Figure 8). Morphological findings in *Dhh*Nedd4^cKO^ SNs were consistent with those in *Mpz*Nedd4^cKO^ animals, revealing reduced numbers of sorted axons and decreased numbers of myelinated axons compared with Controls, defects that disappeared over time (Figure 8a–c). At P60 and 1 year of age, we manually evaluated myelin thickness via g‐ratio analysis. This assessment yielded mildly higher values in *Dhh*Nedd4^cKO^ SNs compared with Controls (Figure 8d–f), indicating mild hypomyelination in *Dhh*Nedd4^cKO^ mutants comparable to the results obtained with *Mpz*Nedd4^cKO^ mice. Taken together, our data from both *Mpz*Nedd4^cKO^ and *Dhh*Nedd4^cKO^ indicate that Nedd4 plays a crucial role in two key aspects of PNS myelination. First, Nedd4 in SCs is required for timely radial sorting of axons and timely onset of myelination. The corresponding defects observed in SC‐Nedd4 cKO mutants were transient and resolved by P60. Second, Nedd4 is needed to ensure correct myelin thickness as indicated by thinner myelin relative to the diameter of associated axon profiles up to 1 year of age in SC‐Nedd4 cKO mutants compared with Controls.

**FIGURE 7:**
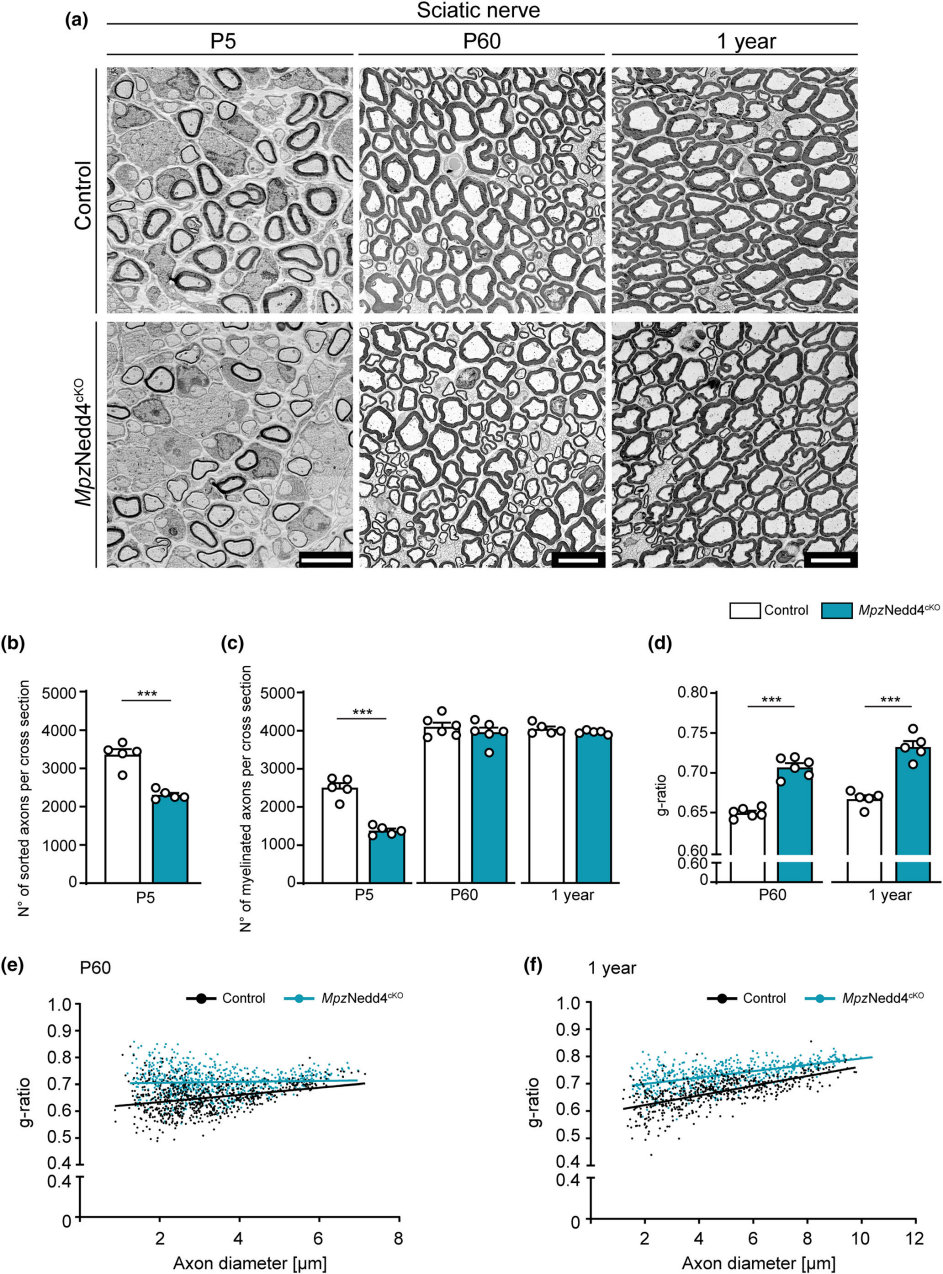
Nedd4 deletion, driven by Mpz^cre^, causes a transient radial sorting impairment and mild myelin thickness defects in the sciatic nerve. (a) Representative electron micrographs of Control and *Mpz*Nedd4^cKO^ SNs at P5, P60 and 1 year. Scale bars: P5, 5 μm; P60 and 1 year, 10 μm. (b) Quantification of number of sorted axons per cross section in P5 SNs from *Mpz*Nedd4^cKO^ compared with Controls (*n* = 5 mice per genotype. ***p < .001; two‐tailed unpaired Student's *t*‐test). (c) Quantification of the numbers of myelinated axons per cross section of P5, P60 and 1 year‐old *Mpz*Nedd4^cKO^ compared with Control SNs (P5 and 1 year: *n* = 5 mice per genotype; P60: *n* = 6 mice per genotype; ***p < .001; two‐tailed unpaired Student's *t*‐test). (d) Quantification of mean g‐ratios of myelinated axons in P60 and 1 year‐old *Mpz*Nedd4^cKO^ SNs compared with Controls (P60: *n* = 6 mice per genotype, 105–128 axons quantified per animal; 1 year: *n* = 5 mice per genotype, 105–111 axons quantified per animal; ***p < .001; two‐tailed unpaired Student's *t*‐test). (e, f) Scatter plot of measurements and respective linear regression line per genotype showing the distribution of g‐ratio versus axon diameter in SNs of *Mpz*Nedd4^cKO^ compared with Controls at P60 (e, *n* = 6 mice per genotype) and 1 year (f, *n* = 5 mice per genotype). Error bars indicate standard error of the mean (SEM).

**FIGURE 8:**
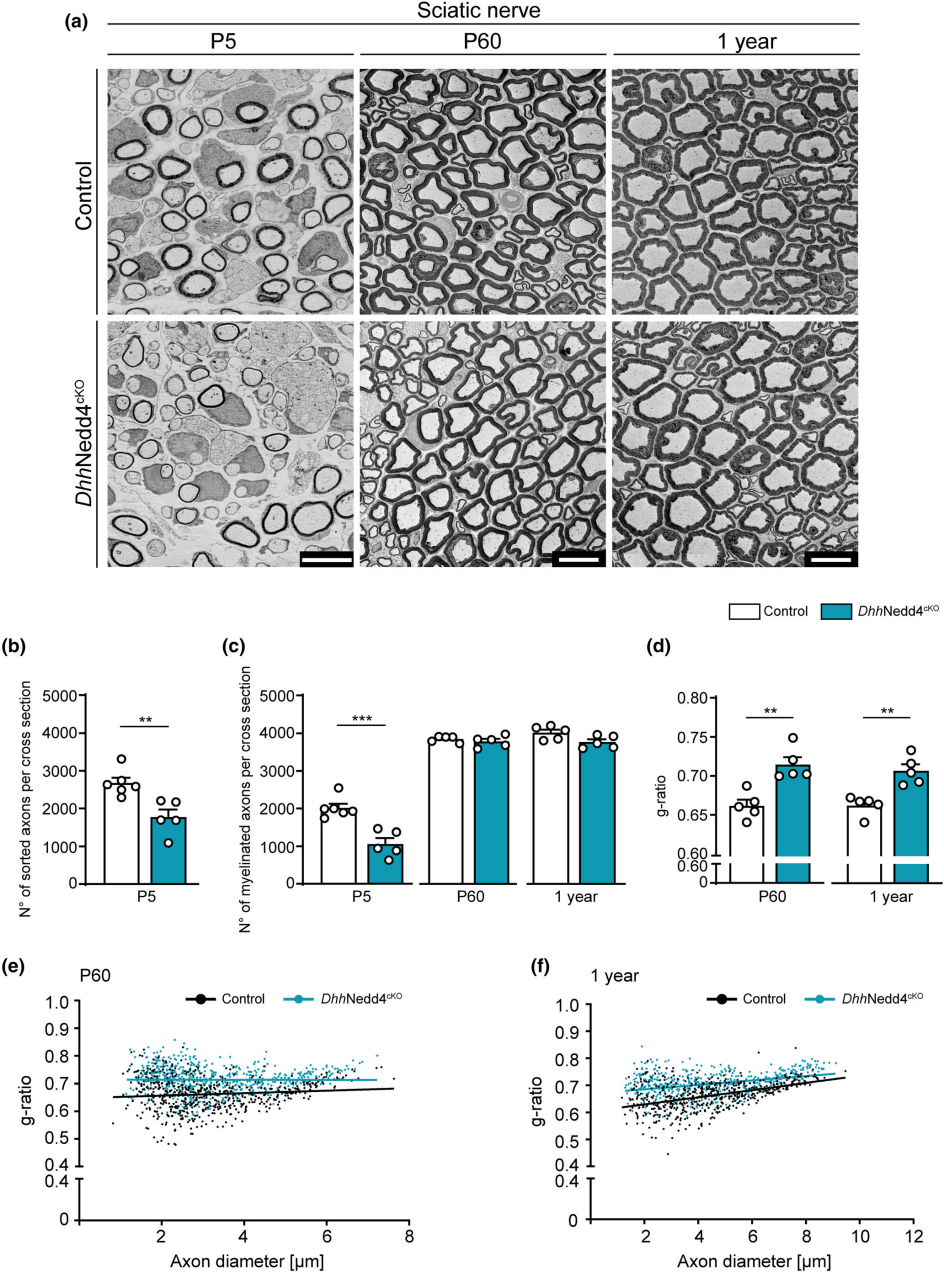
Nedd4 deletion, driven by Dhh^cre^, recapitulates a transient radial axon sorting impairment and mild myelin thickness defects in the sciatic nerve. (a) Representative electron micrographs of Control and *Dhh*Nedd4^cKO^ SNs at P5, P60 and 1 year. Scale bars: P5, 5 μm; P60 and 1 year, 10 μm. (b) Quantification of number of sorted axons per cross section in P5 SNs from *Dhh*Nedd4^cKO^ compared with Controls (*n* = 6 Control and 5 *Dhh*Nedd4^cKO^ mice. **p < .01; two‐tailed unpaired Student's *t*‐test). (c) Quantification of the numbers of myelinated axons per cross section in P5, P60 and 1 year‐old *Dhh*Nedd4^cKO^ SNs compared with Controls (P5: *n* = 6 Control and 5 *Dhh*Nedd4^cKO^ mice; P60 and 1 year: *n* = 5 mice per genotype; ***p < .001; two‐tailed unpaired Student's *t*‐test). (d) Quantification of mean g‐ratios of myelinated axons in P60 and 1 year‐old *Dhh*Nedd4^cKO^ SNs compared with Controls (*n* = 5 mice per genotype, 101–129 axons quantified per animal; **p < .01; two‐tailed unpaired Student's *t*‐test). (e, f) Scatter plot of measurements and respective linear regression line per genotype showing the distribution of g‐ratio versus axon diameter in SNs of *Dhh*Nedd4^cKO^ compared with Controls at P60 (e, *n* = 5 mice per genotype) and 1 year (f, *n* = 5 mice per genotype). Error bars indicate standard error of the mean (SEM).

### 3.7 Nedd4 deletion in Schwann cells leads to reduced numbers of developing Schwann cells in the sciatic nerve

To ensure correct radial sorting, SCs have to expand sufficiently in numbers to allow the available large caliber axonal segments to become engaged in a 1:1 relationship with them (Jessen & Mirsky, 2005). Reduced SC numbers through defective proliferation or increased cell death may cause defects in radial sorting (Feltri et al., 2016; Previtali, 2021). Thus, we evaluated the numbers of SCs in *Mpz*Nedd4^cKO^ and Control mice using the SC marker SOX10 at different timepoints when radial sorting is ongoing (embryonic day (E) 17.5, P1 and P5) (Figure 9a,b). The obtained data indicate a reduction of SCs in *Mpz*Nedd4^cKO^ compared with Control mice at P5, correlated with our previous morphological observations of impaired radial sorting in the mutants. Moreover, a reduction in SCs was also detectable at earlier ages examined (P1, E17.5; Figure 9b). To determine whether altered proliferation contributed to the changes in SC numbers observed in mutant SNs, we assessed SC proliferation by 5‐ethynyl‐2′‐deoxyuridine (EdU, a label incorporated during S phase) treatment and by Ki‐67 immunostainings (which labels proliferating cells irrespective of the cell cycle phase), together with SOX10 immunostainings (Figure 9a). Throughout the timepoints analyzed (E17.5, P1 and P5), the percentages of both EdU+ or Ki‐67+ SCs (SOX10+) were not significantly reduced in *Mpz*Nedd4^cKO^ compared with Control mice (Figure 9a,c,d). The analysis suggested even a mild increase in the percentage of Ki‐67‐positive SCs (SOX10+) in *Mpz*Nedd4^cKO^ at P1. We next evaluated apoptosis by immunohistochemistry for cleaved caspase 3 (cC3+) in combination with the SC marker SOX10 (Figure 9e,f) in P1 SNs of *Mpz*Nedd4^cKO^ and Control mice, but we found no significant differences in the fractions of cC3+ SCs (Figure 9f). Collectively, these data indicate that *Mpz*Nedd4^cKO^ SNs contain fewer SCs compared with Controls already before and persisting during the main period of axonal sorting, likely contributing to the impairment of this process. However, we could not detect a direct correlation with defects in SC proliferation and/or survival at the timepoints analyzed during axonal sorting. Further studies will be required to determine the reasons for the reduced SC numbers observed in *Mpz*Nedd4^cKO^ SNs and other potential effects of loss of Nedd4 on cell dynamics in SC development.

**FIGURE 9:**
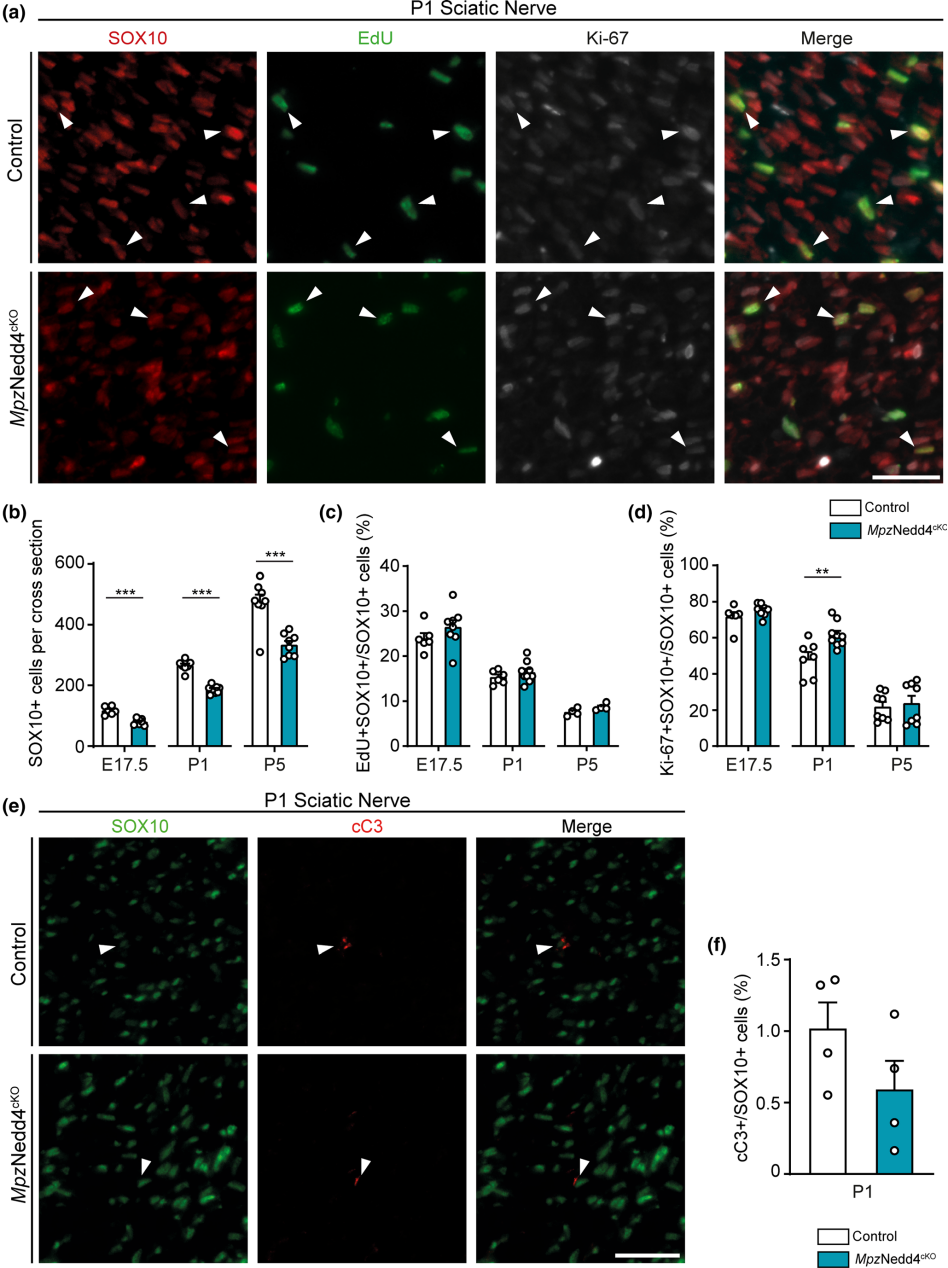
Nedd4 deletion leads to a reduction in Schwann cell numbers in developing *Mpz*Nedd4^cKO^ sciatic nerves. (a) Exemplary immunostainings of P1 *Mpz*Nedd4^cKO^ and Control SN cross‐sections labeled with SOX10 and Ki‐67 antibodies, also showing EdU fluorescent labellings. Arrowheads indicate exemplary EdU+ Ki‐67+ SOX10+ SCs. Scale bar: 50 μm. (b) Quantification of SOX10+ SCs per cross section at P1 as shown in (a), and of additional stainings performed at E17.5 and P5 (including four mice/genotype at P5 not injected with EdU) (E17.5: *n* = 6 Control and 8 *Mpz*Nedd4^cKO^ mice; P1: *n* = 7 Control and 9 *Mpz*Nedd4^cKO^ mice; P5: *n* = 8 mice per genotype. ***p < .001; two‐tailed unpaired Student's *t*‐test). (c) Quantification of the percentage of EdU+ SOX10+/SOX10+ SCs per cross section as shown at P1 in (a), and of additional stainings performed at E17.5 and P5 (E17.5: *n* = 6 Control and 8 *Mpz*Nedd4^cKO^ mice; P1: *n* = 6 Control and 9 *Mpz*Nedd4^cKO^ mice; P5: *n* = 4 mice per genotype. Two‐tailed unpaired Student's *t*‐test). (d) Quantification of percentage of Ki‐67+ SOX10+/SOX10+ SCs per cross section as shown at P1 in (a), and of additional stainings performed at E17.5 and P5 (including four mice/genotype at P5 not injected with EdU) (E17.5: *n* = 6 Control and 8 *Mpz*Nedd4^cKO^ mice; P1: *n* = 7 Control and 9 *Mpz*Nedd4^cKO^ mice; P5: *n* = 8 mice per genotype. **p < .01; two‐tailed unpaired Student's *t*‐test). (e) Representative immunostainings of P1 *Mpz*Nedd4^cKO^ and Controls on SN cross‐sections labeled with SOX10 and cleaved caspase 3 (cC3) antibodies. Arrowheads indicate cC3+ SOX10+ SCs. Scale bar: 50 μm. (f) Quantification of the percentage of cC3+ SOX10+/SOX10+ SCs per cross section as shown in (e) (*n* = 4 mice per genotype; two‐tailed unpaired Student's *t*‐test). Error bars indicate standard error of the mean (SEM).

### 3.8 Transcriptome analysis reveals changes consistent with impaired myelination in *Mpz*Nedd4^cKO^ sciatic nerves

Based on the results described above, Nedd4 in SCs plays key roles in promoting radial sorting, likely via establishing correct SC numbers, and in ensuring accurate myelin thickness in SNs. To obtain hints of which molecular pathways are affected upon loss of Nedd4 in SCs, we evaluated changes in the transcriptome by RNA sequencing of *Mpz*Nedd4^cKO^ and Control SNs at P5 (Figure 10). 

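RNA was sequenced from SNs of 4 Control and 4 MpzNedd4cKO mice at P5, with 1 library per mouse. Controls carried the floxed Nedd4 alleles without Cre, and in MpzNedd4cKO mice Cre driven by the Mpz promoter removes exon 9 of Nedd4 in the SC lineage. The epineurium and perineurium had been stripped as far as possible, so the RNA came from the endoneurium with all its cells, although the sample labels name SCs as the source. The methods name TruSeq RNA Sample Prep Kit v2 and the labels its stranded version, and whether kallisto used strand is not given in the sources used here. Genes that overlap on opposite strands are therefore less certain. The authors trimmed the reads with Trimmomatic and assigned them to the transcripts of GRCm38.p6 with kallisto. The deposited values are estimated counts and TPM per transcript. The estimated counts summed to 25552890 to 30101959 per Control mouse (median 27798983) and to 21672766 to 25805178 per MpzNedd4cKO mouse (median 25138294). They were summed per gene, rounded to whole numbers, filtered by expression and normalized by TMM, and the genotypes were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Genes were assigned with GENCODE release M21, while the paper used release M23. Of the transcripts listed, 684 were absent from M21, and 41 of those were placed through the counts of Table S1. For Mpz, the transcripts held by M21 carry 39.2% of the count. The gene lists, the tests of genes and of lists and the rule for naming genes were fixed before the deposited counts were examined. What was added later is named as such. The paper's results and part of Table S1, which holds values of these mice, had been seen by then. In a simulation of this comparison over 14273 genes, 30.0% of 50 genes changed by 0.25 on the log2 scale were called, and 84% of 50 genes changed by 0.5. The simulation gave 168 calls in all, against 3784 in the data. With fewer calls the Benjamini-Hochberg cutoff on p is stricter, so these percentages do not give the share called in the data.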

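Nedd4, the targeted ubiquitin ligase gene, was lower in every MpzNedd4cKO mouse than in every Control mouse. Its level was 954 ± 56.3 normalized CPM in Control and 339 ± 32.4 in MpzNedd4cKO SNs (SD, n = 4 mice each), and the log2 fold change was -1.49 (standard error 0.07, adjusted p = 9.0e-08) from edgeR's quasi-likelihood test. An exact two-sided permutation test gave p = 0.029, the smallest that 4 mice against 4 allow. Single Control mice ranged from 892 to 1017 and single MpzNedd4cKO mice from 293 to 368 CPM. Nedd4 (ENSMUSG00000032216) lies on chromosome 9 from 72662346 to 72749852 of GRCm38, on the plus strand. The ninth exon of its main transcript, which has 29 exons, spans 72712167 to 72712266 and is coding, but the paper does not name the transcript behind its exon numbers. Transcripts that lack the exon still count toward the gene. This transcript was at 870.2 ± 58.2 CPM of the total in Control and 329 ± 37.1 in MpzNedd4cKO SNs (SD, n = 4). Of 10 measured genes of the Nedd4 family and its adaptors, Nedd4 included, 3 were lower and 2 were higher (2 higher and 5 lower when adjusted over the list alone). Hecw2, another HECT ligase, fell by 0.43 on the log2 scale and Wwp2 by 0.18 (adjusted p = 6.5e-05 and 0.0061). Wwp1 and Ndfip1, an adaptor of the family, rose by 0.26 and 0.21 (adjusted p = 0.010 and 0.023), and Ndfip1 was chosen after its values were seen. Camera, which compares a list with all other genes, gave adjusted p = 0.0015 for the list at its preset correlation, adjusted p = 0.33 with an estimated correlation and adjusted p = 0.060 with limma-voom. Without Nedd4, a setting chosen after seeing the data, the 9 other genes had a median log2 fold change of -0.07 and were not called (adjusted p = 0.36, and adjusted p = 0.80 with an estimated correlation). Hecw2, Wwp1, Wwp2 and Ndfip1 lost their calls with counts scaled from TPM (adjusted p from 0.071 to 0.81), and Wwp2 with total counts in place of TMM factors (adjusted p = 0.21). With 1 mouse left out, Ndfip1 lost its call without Control replicates 1, 2 or 3 or MpzNedd4cKO replicates 3 or 4 (adjusted p up to 0.062).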

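Part of the markers of endothelial cells, pericytes and macrophages were lower in MpzNedd4cKO SNs, while the lists of fibroblasts and of the perineurium were not called with all 8 mice. Of 14 endothelial markers, 9 were lower and none was higher (none higher and 10 lower when adjusted over the list alone), among them Kdr, a VEGF receptor gene (-0.46 on the log2 scale), Emcn (-0.45) and Pecam1 (-0.40). Of 9 markers of pericytes and smooth muscle, 6 were lower and none was higher (none higher and 6 lower when adjusted over the list alone), among them the smooth muscle genes Myh11 (-0.96) and Acta2 (-0.66) and Rgs5 (-0.43), a pericyte marker. Of 18 macrophage markers, 8 were lower and none was higher (none higher and 9 lower when adjusted over the list alone), among them the complement genes C1qa (-0.68), C1qb (-0.59) and C1qc (-0.65). Among 15 fibroblast markers, 1 was higher, Col3a1 (0.23), and none was lower (none higher and none lower when adjusted over the list alone). Of 6 perineurial markers, the tight junction gene Cldn1 (0.55) and Tenm2 (0.53) rose, and Ntn4 (-0.63) and Slc2a1 (-0.31), the glucose transporter gene, fell (2 higher and 2 lower when adjusted over the list alone). Calls of single genes are from edgeR's quasi-likelihood test. The first 3 lists passed camera at its preset correlation (adjusted p = 1.9e-06, 1.4e-04 and 2.5e-05) but not with an estimated correlation (adjusted p = 0.15, 0.20 and 0.36). The other 2 passed neither (adjusted p = 0.62 and 0.91, and 0.92 and 0.92 with an estimated correlation). MpzNedd4cKO replicate 4 stood apart for fibroblast markers, with a median of -0.23 against the Control mean and 0.01 to 0.21 in the other MpzNedd4cKO mice. Without it, 5 fibroblast markers were higher and none was lower, the median was 0.18, and the list passed as higher at the preset correlation (adjusted p = 0.026) and not with an estimated one (adjusted p = 0.40). The same mouse had a median of -0.21 for perineurial, -0.57 for pericyte and -0.78 for macrophage markers, and the others 0.12 to 0.26, -0.37 to -0.22 and -0.36 to -0.18. Without it, 9 macrophage and 5 pericyte markers were lower and none was higher, and 2 perineurial markers were higher and 2 lower. Over all settings the median ranged from 0.03 to 0.21 for fibroblasts and from 0.05 to 0.54 for the perineurium, where it was highest without a filter. Col3a1, Tenm2 and Ntn4 lost their calls with counts scaled from TPM (adjusted p from 0.16 to 0.31), and Tenm2 with DESeq2 or with limma-voom (adjusted p from 0.055 to 0.071). Among fits with 1 mouse left out, Col3a1 lost its call without Control replicates 1, 2 or 4 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.10), Tenm2 without Control replicates 1 or 2 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.10), and Ntn4 without Control replicate 1 (adjusted p = 0.058).

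**Figure D1:**
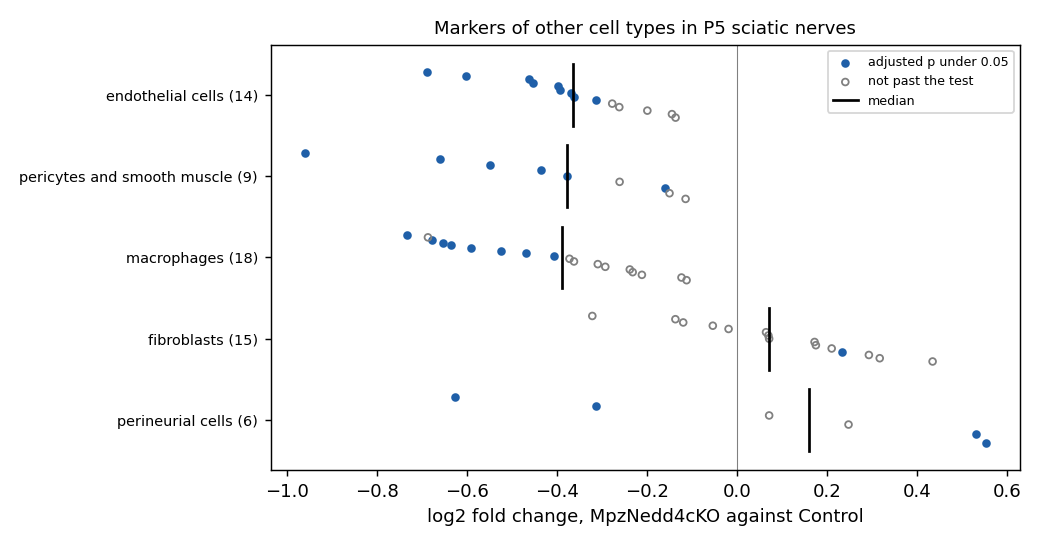
Log2 fold change, MpzNedd4cKO against Control, of each measured marker gene of 5 cell types, with the number of genes in parentheses. Filled points passed an adjusted p under 0.05, open points did not, and black bars are medians, which lie below 0 for endothelial cells, pericytes and macrophages.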

Plotting differentially regulated transcripts revealed clustering of individual samples per genotype (2044 upregulated and 2002 downregulated genes [FDR <0.05]) (Figure 10a). 

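Among 14397 genes tested, 1855 were higher and 1929 were lower in MpzNedd4cKO than in Control SNs at an adjusted p under 0.05 from edgeR's quasi-likelihood test. Most of these changes were small, with a median size of 0.30 on the log2 scale, and 24 genes rose and 93 fell by at least 1. Beside Nedd4, the largest falls among genes with at least 5 CPM and no overlap between the genotypes were in Gm49450 (-2.39), in Serpind1 (-2.37), which encodes a thrombin inhibitor, and in the histone gene Hist2h2aa2 (-2.36). Erbb4, a neuregulin receptor gene, had 20.9 ± 2.70 CPM in Control and 4.37 ± 0.933 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of -2.26 (standard error 0.13, adjusted p = 6.5e-07). Cldn11, which encodes a tight junction protein, Clvs1, Cd24a, Myo16, Frzb, a secreted Wnt antagonist, Pmel and Lctl followed, from -1.94 to -1.40. Under the same limits, the largest rises were in Crym (1.32), which encodes a thyroid hormone binding protein, the AMPA receptor gene Gria2 (1.20), Gm10282 (1.02), Gfra3 (1.02), a receptor of the GDNF family, and the kainate receptor gene Grik3 (0.99). Rpl22l1, Pdlim4, Dusp4, a MAP kinase phosphatase, Rps27, Ccnb1, Fam189a2 and Ccdc80 followed, from 0.85 to 0.98. Gria2 had 27.0 ± 1.40 CPM in Control and 62.2 ± 6.06 in MpzNedd4cKO SNs (SD, n = 4 mice each). Genes of the Hist2h2aa family share reads, and so do Rps27 and its pseudogenes, so their values are uncertain. In all, 3999 genes (27.8%) had no overlap between the genotypes, where chance gives 2.86%. Over all genes tested, mice of one genotype had a mean correlation of log2 CPM of 0.991 and mice of different genotypes of 0.986, and no other split into 4 and 4 gave a gap as large (exact one-sided test over 35 splits, p = 0.029). With total counts in place of TMM factors, 4414 genes were higher and 956 lower, which is 82.2% higher against 49.0%, and the median of all genes moved to 0.12 on the log2 scale. With counts scaled from TPM, 1399 genes were higher and 1602 lower, of which 1095 and 1161 were among the 1855 and 1929 above. Hist2h2aa2 lost its call with counts scaled from TPM (adjusted p = 0.064) and with DESeq2, with edgeR's likelihood ratio test or with the likelihood ratio test and no filter (adjusted p from 0.096 to 0.33).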

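Of 9 genes of myelin proteins shown in Figure 10b, 6 were lower in MpzNedd4cKO than in Control SNs, none was higher and 3 did not pass the test (none higher and 6 lower when adjusted over the list alone). The paper cites Siems et al. for these myelin proteins and shows their genes for the same samples. It does not say by what rule they were selected, so the count stands for these genes alone. Mpz, which encodes the main protein of peripheral myelin and lies on chromosome 1 from 171150711 to 171161130 of GRCm38, had 81580.0 ± 6798 CPM in Control and 55599 ± 2991 in MpzNedd4cKO SNs (SD, n = 4 mice each). This is a log2 fold change of -0.55 (standard error 0.07, adjusted p = 2.1e-04) from edgeR's quasi-likelihood test. Mbp, the myelin basic protein gene, had 35461 ± 2279.5 CPM in Control and 21528 ± 665 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of -0.72 (standard error 0.06, adjusted p = 1.1e-05). Pmp22 and Pmp2, further genes of compact myelin, fell by 0.62 and 0.71 (adjusted p = 1.9e-05 and 2.8e-05), and Mal and Ncmap fell by 0.50 and 0.25 (adjusted p = 7.6e-05 and 0.0021). Plp1, Mag and Cnp had log2 fold changes of -0.08, -0.01 and 0.04 (adjusted p = 0.44, 0.89 and 0.57). With total counts Cnp passed as higher (0.16, adjusted p = 0.015). Of 20 other myelin genes, 16 were lower and 2 were higher (3 higher and 16 lower when adjusted over the list alone). The gap junction gene Gjb1, Drp2, Ndrg1 and Sirt2 fell by 0.60, 0.59, 0.58 and 0.52. The genes that rose were Lgi4 (0.35), which encodes a secreted SC protein, and Sh3tc2 (0.23), both chosen after their values were seen.
Among the annotated transcripts of Mbp, the most abundant in Control, with 5 exons, was at 15450 ± 294 CPM of the total in Control and 7345 ± 494 in MpzNedd4cKO SNs (SD, n = 4). The next, with 6 exons, was at 12498 ± 1026 and 10681 ± 232. Neither overlapped between the genotypes (exact two-sided permutation test, p = 0.029), but reads are divided between overlapping transcripts by estimate, so these values are less certain than those of the gene. Both lists were placed lower than other genes by camera at its preset correlation (adjusted p = 5.5e-10 and 3.1e-10). With an estimated correlation they had adjusted p = 0.15 and 0.15, and none of the 32 lists tested passed. At the preset correlation 14 lists passed, but 6 of the 35 splits of the mice, genotype included, gave at least as many. The others of these splits kept most mice of one genotype in one group, so they held part of the genotype contrast. Splits that divided each genotype evenly gave at most 10 lists. Of the 13 mitochondrially encoded genes, 10 were lower in the same nerves and 1, mt-Nd3, chosen after its values were seen, was higher (1 higher and 10 lower when adjusted over the list alone), with a median of -0.45 (camera adjusted p = 2.5e-05, and adjusted p = 0.41 with an estimated correlation). MpzNedd4cKO replicate 4 stood apart, with a median of -0.16 against the Control mean, near the -0.15 of Control replicate 4, while the other MpzNedd4cKO mice had -0.69 to -0.52, and without it 12 of these genes were lower and 1 was higher.

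**Figure D2:**
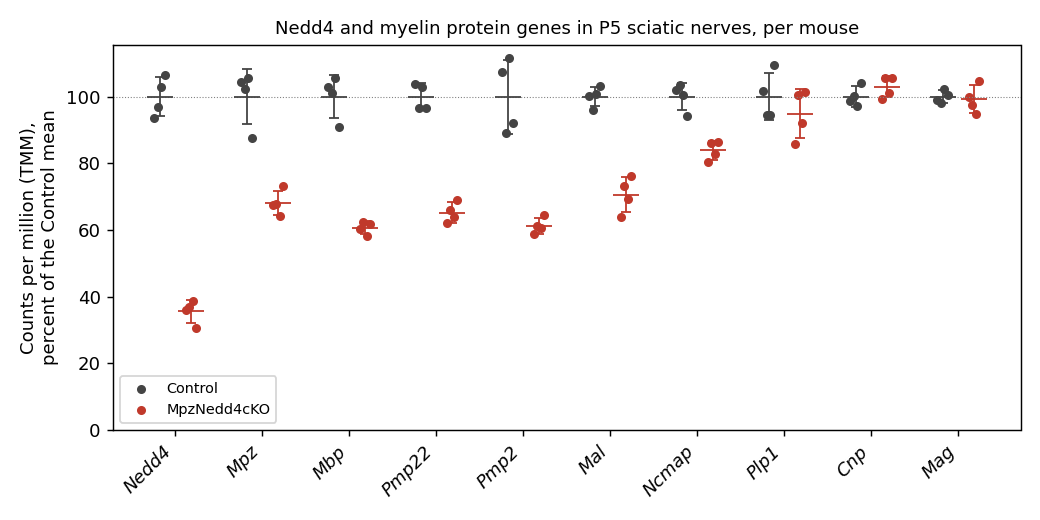
Normalized CPM of Nedd4 and of the 9 genes of Figure 10b in each of 4 Control and 4 MpzNedd4cKO mice, as a percentage of the Control mean of the gene. Points are mice, horizontal marks are means and bars are SDs, and Mpz, Mbp, Pmp22, Pmp2, Mal and Ncmap lie below the Control mice.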

Coherent with the defects in myelination observed in the morphological analysis, we found that genes related to selected myelin proteins (Siems et al., 2020) were expressed at lower levels in *Mpz*Nedd4^cKO^ nerves compared with Controls (Figure 10b). Further analyses using software tools that assess gene ontology (GO) of biological processes (BP) (EnrichR, ShinyGo) and the ingenuity pathway analysis (IPA) consistently revealed cholesterol biosynthesis among the most differentially downregulated categories in *Mpz*Nedd4^cKO^ compared with Control SNs (Figure 10d,f and Figure S6B). These findings are in line with studies that have suggested impaired cholesterol and lipid biosynthesis to be correlated with deficits in PNS myelination (Gerber et al., 2019; Saher et al., 2011; Wüst et al., 2020). 

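Of 20 enzymes of cholesterol biosynthesis, 15 were lower in MpzNedd4cKO SNs, none was higher and 5 did not pass the test (none higher and 19 lower when adjusted over the list alone). All 20 had a log2 fold change below 0, with a median of -0.26. Hmgcs1, which encodes the HMG-CoA synthase, had 2993 ± 138 CPM in Control and 2243 ± 103 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of -0.42 (standard error 0.05, adjusted p = 1.6e-04) from edgeR's quasi-likelihood test. Pmvk, the phosphomevalonate kinase gene, fell by 0.41 (adjusted p = 0.0011). Of the later enzymes, Lss, which closes the sterol ring, fell by 0.34 and Nsdhl by 0.35 (adjusted p = 4.2e-04 and 4.6e-04). Hmgcr, the rate-limiting HMG-CoA reductase gene, chosen after its values were seen, fell by 0.19 (adjusted p = 0.023). Camera at its preset correlation gave adjusted p = 2.6e-09 for the list, and adjusted p = 0.20 with an estimated correlation. Of 18 macrophage markers, 8 were lower in the same nerves and 10 did not pass, with a median of -0.39 (camera adjusted p = 2.5e-05, and adjusted p = 0.36 with an estimated correlation). Hmgcr lost its call with total counts in place of TMM factors (adjusted p = 0.26). Among fits with 1 mouse left out, Hmgcr lost its call without Control replicate 3 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.070).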

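Genes of other lipid pathways were lower in part. Of 20 genes of fatty acid synthesis, 11 were lower and 1 was higher in MpzNedd4cKO SNs (1 higher and 13 lower when adjusted over the list alone). The desaturase genes Scd1 and Scd2 fell by 0.47 and 0.41 on the log2 scale (adjusted p = 1.2e-04 and 2.8e-04 from edgeR's quasi-likelihood test). Scd2, the more abundant of them, had 6748 ± 197 CPM in Control and 5094 ± 311 in MpzNedd4cKO SNs (SD, n = 4 mice each). Me1, the malic enzyme gene, fell by 0.45 and Acss2, an acetyl-CoA synthetase gene, by 0.31. Fasn, the fatty acid synthase gene, had a log2 fold change of -0.06 (adjusted p = 0.53), and the elongase gene Elovl5 rose by 0.35 (adjusted p = 9.6e-04). Of 18 genes of sphingolipid synthesis, 6 were lower and 1 was higher (1 higher and 6 lower when adjusted over the list alone). The ceramide synthase gene Cers2 fell by 0.51, the fatty acid hydroxylase gene Fa2h by 0.37 and the desaturase gene Degs1 by 0.34, while Sptssa, a subunit of serine palmitoyltransferase, rose by 0.49 (adjusted p = 1.5e-05, 1.9e-04, 3.1e-04 and 3.4e-04). Of 20 genes of sterol regulation and transport, 6 were lower and none was higher (none higher and 7 lower when adjusted over the list alone). The cholesterol exporter genes Abcg1 and Abca1 fell by 0.74 and 0.46, Apoe by 0.55 and Mylip by 0.28. Srebf1 and Srebf2, which encode the transcription factors of lipid synthesis, had log2 fold changes of 0.11 and 0.08 (adjusted p = 0.16 and 0.29), and both passed as higher with total counts (adjusted p = 0.0048 and 0.0073). Fasn, Elovl5, Srebf1 and Srebf2 were chosen after their values were seen. Camera at its preset correlation called the fatty acid list (adjusted p = 4.8e-06, and adjusted p = 0.25 with an estimated correlation) and neither of the others (adjusted p = 0.056 and 0.073), which passed in 6 and 5 of 22 other settings. Endothelial markers had a median of -0.37 in the same nerves. In its discussion the paper proposes that the lower cholesterol categories, together with the lower transcripts of myelin proteins, reflect the delayed developmental myelination of the nerves.

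**Figure D3:**
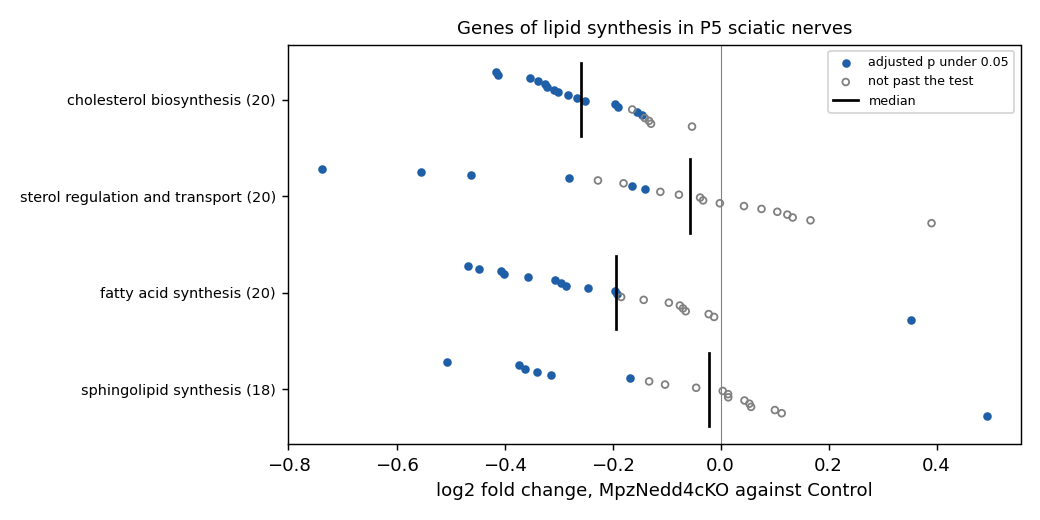
Log2 fold change, MpzNedd4cKO against Control, of each measured gene of 4 lists of lipid genes, with the number of genes in parentheses. Filled points passed an adjusted p under 0.05, open points did not, and black bars are medians, which lie farthest below 0 for cholesterol biosynthesis.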

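All 37 genes of a list of mitosis genes were higher in MpzNedd4cKO than in Control SNs (37 higher and none lower when adjusted over the list alone). Of 31 genes of DNA replication, 21 were higher, 1 was lower and 9 did not pass the test (27 higher and 1 lower when adjusted over the list alone). The median log2 fold changes were 0.46 and 0.32. Ccnb1, the cyclin gene of mitotic entry, had 16.0 ± 0.900 CPM in Control and 29.7 ± 1.16 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of 0.89 (standard error 0.06, adjusted p = 1.1e-06) from edgeR's quasi-likelihood test. Aurkb, a kinase of chromosome segregation, rose by 0.75, and Kif11, a spindle motor gene, and Cdk1 by 0.60 and 0.60 (adjusted p = 1.1e-05, 1.3e-05 and 1.9e-05). Mki67, which encodes Ki-67, had 188 ± 15.9 CPM in Control and 236 ± 18.1 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of 0.33 (standard error 0.07, adjusted p = 0.0041). Among replication genes, Rfc4, of the clamp loader, rose by 0.85, Rrm2, of ribonucleotide reductase, by 0.52, the helicase gene Mcm3 by 0.44 and the ligase gene Lig1 by 0.32 (adjusted p = 2.2e-04, 5.1e-04, 6.3e-04 and 5.9e-04). The lower gene was Gins4 (-0.23), chosen after its values were seen. Of 14 measured targets of p53, Plk2 was higher (0.14) and Cdkn1a, the p21 gene, lower (-0.20), with none higher and 1 lower when adjusted over the list alone. Casp3, an executioner caspase gene, had a log2 fold change of 0.05 (adjusted p = 0.64). Camera at its preset correlation gave adjusted p = 3.5e-34 for mitosis and 3.8e-10 for replication, and adjusted p = 0.14 and 0.15 with an estimated correlation, and did not call the p53 list (adjusted p = 0.91). Markers of pericytes and smooth muscle had a median of -0.38 in the same nerves. Lig1, Gins4, Plk2 and Cdkn1a lost their calls with counts scaled from TPM (adjusted p from 0.091 to 0.97), Gins4 and Cdkn1a with total counts in place of TMM factors (adjusted p from 0.19 to 0.21), and Plk2 with the size factors of DESeq2, with edgeR's likelihood ratio test, without a filter or with the likelihood ratio test and no filter (adjusted p from 0.051 to 0.069). With 1 mouse left out, Gins4 lost its call without Control replicates 1 or 3 (adjusted p up to 0.055), and Plk2 without Control replicates 1, 2 or 3 or MpzNedd4cKO replicates 1, 2, 3 or 4 (adjusted p up to 0.13).

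**Figure D4:**
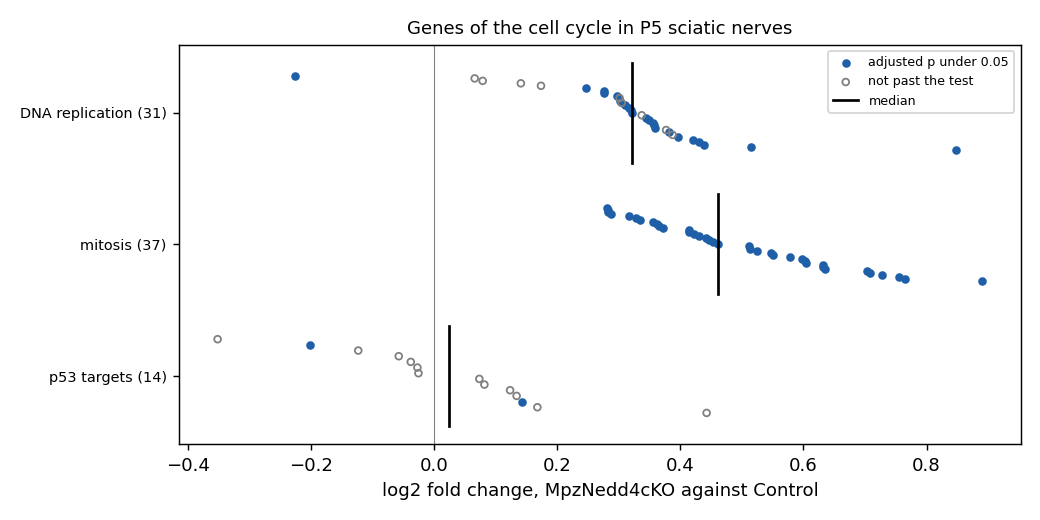
Log2 fold change, MpzNedd4cKO against Control, of each measured gene of the DNA replication, mitosis and p53 target lists, with the number of genes in parentheses. Filled points passed an adjusted p under 0.05, open points did not, and black bars are medians, and all 37 mitosis genes lie above 0.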

Among the most upregulated categories found in *Mpz*Nedd4^cKO^ compared with Controls, terms related to cell cycle and proliferation were consistently present (Figure 10c,e and Figure S6A). Primary data are provided in the GEO database under accession number (GSE217272) and in Table S1 for further data mining.

**FIGURE 10:**
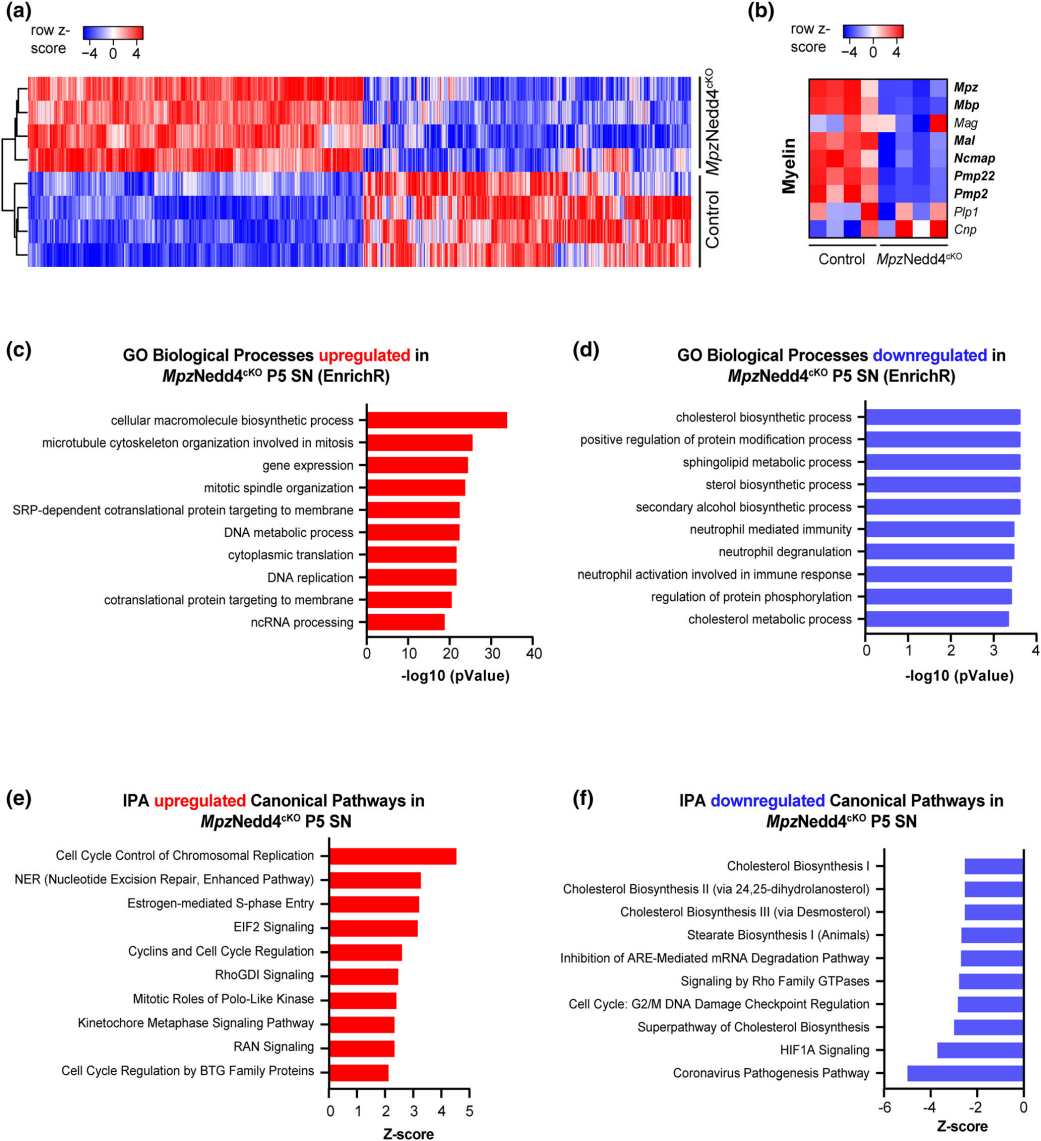
Nedd4 deletion leads to transcriptome changes coherent with delayed developmental myelination in *Mpz*Nedd4^cKO^ sciatic nerves. (a) Heatmap (row *z*‐scores) of significantly differentially expressed genes (FDR <0.05) obtained from *Mpz*Nedd4^cKO^ and Control P5 SNs (*n* = 4 mice per genotype). (b) Heatmap (row *z*‐scores based on normalized transcripts) of selected transcripts encoded by genes related to myelin proteins (*n* = 4 mice per genotype) obtained from *Mpz*Nedd4^cKO^ and Control P5 SNs. In bold are the genes with FDR <0.05. (c) EnrichR Gene ontology (GO) of biological processes (BP) for significantly upregulated transcripts expressed by *Mpz*Nedd4^cKO^ compared with Control P5 SNs (FDR <0.05; *n* = 4 mice per genotype). (d) EnrichR GOBP for significantly downregulated transcripts expressed by *Mpz*Nedd4^cKO^ compared with Control P5 SNs (FDR <0.05; *n* = 4 mice per genotype). (e) Upregulated canonical pathways (ingenuity pathway analysis, IPA) in *Mpz*Nedd4^cKO^ compared with Control P5 SNs (FDR <0.05; *n* = 4 mice per genotype). (f) Downregulated canonical IPA pathways in *Mpz*Nedd4^cKO^ compared with Control P5 SNs (FDR <0.05; *n* = 4 mice per genotype).

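Part of the genes of the ribosome were higher by small amounts in MpzNedd4cKO SNs. Of 79 genes of cytosolic ribosomal proteins, 45 were higher, 1 was lower and 33 did not pass the test (49 higher and 2 lower when adjusted over the list alone), with a median log2 fold change of 0.19. Rpl39 had 88.3 ± 4.45 CPM in Control and 141 ± 9.51 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of 0.68 (standard error 0.06, adjusted p = 7.1e-06) from edgeR's quasi-likelihood test. Rpl38, Rps21 and Rps20 rose by 0.55, 0.52 and 0.46, and Rps26 was lower (-0.33). These genes have near-identical pseudogenes that can share their reads, so single values are uncertain. Of 20 genes of ribosome biogenesis, 8 were higher and 1, Nop14, was lower (10 higher and 1 lower when adjusted over the list alone). Polr1b, a subunit of RNA polymerase I, rose by 0.51, Utp20 by 0.44, Fbl, the fibrillarin gene, by 0.30 and Wdr12 by 0.28. Both lists passed camera at its preset correlation as higher (adjusted p = 1.4e-15 and 0.0041). With an estimated correlation they had adjusted p = 0.36 and 0.20. In the same nerves, markers of endothelial cells, pericytes and macrophages had medians of -0.37, -0.38 and -0.39 and mitochondrially encoded genes of -0.45. The ribosomal protein list was lowest in Control replicate 4, with a median of -0.14 against the Control mean and 0.03 to 0.08 in the other Controls, and without this mouse 45 genes were higher and 8 lower. For HIF1A signaling, 18 genes were examined, of which 7 were lower and 3 were higher (4 higher and 8 lower when adjusted over the list alone), and camera did not call the list (adjusted p = 0.23). Epas1, which encodes HIF2A, fell by 0.48, Aldoa, a glycolysis gene, by 0.27 and Bnip3 by 0.27 (adjusted p = 4.3e-04, 0.0015 and 0.0028). Ldha, the lactate dehydrogenase gene, Vhl, whose product marks HIF1A for degradation, and Egln3 rose by 0.23, 0.32 and 0.55 (adjusted p = 0.0025, 0.0051 and 0.031). Hif1a itself had a log2 fold change of -0.15 (adjusted p = 0.042). Of 12 neutrophil markers, 2 were expressed enough to test, Mmp8 (0.35) and Cxcr2 (0.09), and neither passed (adjusted p = 0.090 and 0.88), nor did either when adjusted over the list alone. Rps26, Nop14 and Egln3 were chosen after their values were seen. Rps26, Nop14, Vhl and Hif1a lost their calls with counts scaled from TPM (adjusted p from 0.086 to 0.23), Rps26, Nop14, Bnip3 and Hif1a with total counts in place of TMM factors (adjusted p from 0.054 to 0.65), Rps26 with library sizes made without the 10 largest genes (adjusted p = 0.0501), and Hif1a without a filter, with library sizes made without the 10 largest genes or with the likelihood ratio test and no filter (adjusted p from 0.064 to 0.11). Among fits with 1 mouse left out, Rps26 lost its call without Control replicates 1, 2 or 3 or MpzNedd4cKO replicate 2 (adjusted p up to 0.079), Egln3 without Control replicates 2, 3 or 4 or MpzNedd4cKO replicates 1 or 3 (adjusted p up to 0.096), and Hif1a without Control replicates 2, 3 or 4 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.11).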

## 4 DISCUSSION

In this study, we have evaluated multiple mouse models with conditional gene deletions to demonstrate that OL lineage‐ and SC lineage‐expressed E3 ubiquitin ligase Nedd4 is essential for accurate developmental myelination in the CNS and in the PNS.

Our results in the SpC suggest, together and consistent with published complementary findings obtained in different experimental settings including the analysis of OL development using Sox10^Cre^‐ and NG2^CreER^‐mediated Nedd4 deletions (Cristobal et al., 2022; Ding et al., 2020), that Nedd4 may regulate the OL lineage at multiple stages. As shown by Ding et al. (2020), Sox10^Cre^‐mediated deletion of Nedd4 led to a reduction of differentiated OLs in P0 SpCs, whereas Nedd4 overexpression in OPC cell culture increased OL differentiation. Further analysis of the tissue samples revealed no significant changes in proliferation or apoptosis in the OL lineage. These findings are consistent with our observations in *Olig2*Nedd4^cKO^ mice, collectively supporting the interpretation that one function of Nedd4 is to foster correct OL‐lineage differentiation. This does not exclude, however, that Nedd4 may also regulate other cellular processes such as OPC specification and/or proliferation and/or cell death, in particular in early development. Mechanistically, it was previously shown that Nedd4 increases the stability of von Hippel–Lindau (VHL) protein via K63‐linked polyubiquitination (Ding et al., 2020). Like Nedd4, VHL is also a ubiquitin ligase that drives differentiation along the OL lineage, involving ubiquitination and degradation of hypoxia‐inducible factor (HIF) transcription factors (Ding et al., 2020; Yuen et al., 2014). Dishevelled associated activator of morphogenesis 2 (Daam2) antagonizes the pathway and suppresses differentiation of OPCs into OLs, both in development and in remyelination following lysolecithin lesions (Ding et al., 2020). Our results suggest that Nedd4 is required for timely onset of myelination and for ensuring appropriate myelin thickness relative to the associated axons in the developing SpC, consistent with EM findings by Ding et al. (2020) in P14 SpC and corpus callosum after NG2^CreER^‐mediated Nedd4 deletion. Taken together, the available experimental evidence is in line with a potential direct role of Nedd4 in myelination, consistent with our observations that myelination defects occurred not only in developing *Olig2*Nedd4^cKO^ mice which displayed an impairment in the correct accumulation of differentiated OLs, but also in *Cnp*Nedd4^cKO^ mice that did not show evident defects in this context. Furthermore, the later time point (P60) evaluated by EM using both Cre lines in our study shows that the impact of Nedd4 deletion on the onset of myelination is transient and recovers. However, mild hypomyelination was still present at P60 as indicated by increased g‐ratio.

In the PNS, EM analysis of P5 SNs of *Mpz*Nedd4^cKO^ and *Dhh*Nedd4^cKO^ mice revealed that expression of Nedd4 in the SC lineage is required for appropriate radial sorting of axons. During radial sorting, immature SCs select single axonal segments from immature axon bundles to form a 1:1 SC‐axon relationship through a series of steps that involve extension of cytoskeleton‐filled processes into the bundles, cellular recognition, and expansion of the available SCs to match the numbers of axonal segments that need to be sorted (Feltri et al., 2016; Previtali, 2021). To investigate the potential basis of the defects observed in radial sorting in SC‐specific Nedd4‐depleted mice, we focused the analysis at time points known to be particularly relevant for proper radial sorting in SNs of mice (E17.5, P1 and P5) and found fewer SCs in *Mpz*Nedd4^cKO^ SNs already at E17.5. This early deficit likely contributes to the lower numbers of SCs observed also at P1 and P5, in line with our failure of detecting overt major alterations in SC proliferation and cC3‐monitored apoptosis. The impact of Nedd4 deletion has been studied in neural crest cells and found to be associated with a reduction in a subset of these cells, increased apoptosis, and lower levels of SOX10 expression (Lohraseb et al., 2022; Wiszniak et al., 2013). Complementary cell culture experiments pointed to impaired proliferation as another potential contributor (Wiszniak et al., 2013). Given that the SC lineage derives from neural crest cells, it is possible that loss of Nedd4 in SC‐mutant SNs affects SCs at early developmental stages in a related manner, potentially contributing to the fewer SCs observed at the time of radial sorting.

Our results show that SC lineage‐expressed Nedd4 is required to establish correct SC numbers at ages relevant to radial sorting, and we favor the interpretation that reduced SC numbers are a major contributor to the radial sorting defects in SNs containing Nedd4‐depleted SCs. However, it remains possible that loss of Nedd4 might also interfere with other mechanisms involved in axonal sorting such as SC‐axon recognition processes or SC cytoskeleton dynamics (Feltri et al., 2016; Previtali, 2021). Furthermore, in healthy mouse SNs, virtually all progressively sorted 1:1 SC‐axon profiles start myelination. However, we observed fewer myelinated axons in SNs of both *Mpz*Nedd4^cKO^ and *Dhh*Nedd4^cKO^ mice compared with respective Controls at P5. This defect is likely due to the reduced pool of sorted axons and SCs that are available to start myelination, although we cannot rule out that Nedd4 may also have a more direct functional role in the regulation of the onset of SC‐mediated myelination.

In young adults (P60), EM analysis of SNs from *Mpz*Nedd4^cKO^ and *Dhh*Nedd4^cKO^ mice showed no longer significant differences in the number of myelinated axons when compared with respective Controls, indicating that this morphologically observed defect detected in P5 mutant SNs is transient. Additional analyses revealed higher g‐ratio values in myelinated profiles of mutants compared with Controls, indicating that Nedd4 function contributes to ensuring myelin with appropriate thickness relative to the diameter of the associated axonal segments. Moreover, analysis of *Mpz*Nedd4^cKO^ and *Dhh*Nedd4^cKO^ mice at 1 year of age revealed sustained higher g‐ratio values compared with Controls, further supporting essential contributions of Nedd4 towards correct radial myelin proportions. On a technical note, our g‐ratio analyses using manual and automated approaches yielded consistent differences between Control and *Mpz*Nedd4^cKO^ samples, but the values were overall lower with the automated compared with the manual approach. The possibility of such deviations has been noted previously (Moiseev et al., 2019; Saliani et al., 2019). However, the automated approach has the advantage of facilitating the efficient analysis of more myelin‐axon profiles, overall allowing to increase the robustness of the results further.

To monitor transcriptional alterations that might correlate with the morphological observations in *Mpz*Nedd4^cKO^ mice, we performed bulk RNA sequencing using RNA extracted from P5 mutant SNs in comparison with Controls. By submitting the significantly downregulated transcript list to unbiased GOBP analysis, both with EnrichR (Chen et al., 2013; Kuleshov et al., 2016) and ShinyGO (Ge et al., 2020) tools, and to the canonical pathways analysis of IPA, several categories related to cholesterol biosynthesis were consistently identified. 

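Transcripts that mark SCs and their stages moved in both directions in P5 MpzNedd4cKO SNs. Of 16 genes of SC identity and myelin transcription factors, 5 were higher and 4 were lower (6 higher and 4 lower when adjusted over the list alone). Sox10, the SC lineage factor gene, had 557 ± 29.0 CPM in Control and 521 ± 43.4 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of -0.10 (standard error 0.06, adjusted p = 0.28) from edgeR's quasi-likelihood test. Egr2, which drives myelin genes, had 259.6 ± 9.45 CPM in Control and 297 ± 17.0 in MpzNedd4cKO SNs (SD, n = 4 mice each), a log2 fold change of 0.19 (standard error 0.05, adjusted p = 0.013). Pou3f2, a factor of the promyelinating stage, the neuregulin receptor genes Erbb2 and Erbb3, and Yap1 rose by 0.55, 0.34, 0.31 and 0.17. S100b, a calcium-binding protein gene of SCs, fell by 0.87 (adjusted p = 1.6e-06), and Foxd3, Nab1 and Mitf fell by 0.26, 0.20 and 0.19. Of 15 measured genes of immature and repair SCs, 6 were higher and 3 were lower (6 higher and 3 lower when adjusted over the list alone). Egr3, Ncam1, Id2 and Pou3f1 rose by 0.40, 0.39, 0.29 and 0.25, while Tnc, the tenascin C gene, Runx2 and Jun fell by 0.81, 0.51 and 0.29. Of 20 genes of radial sorting and the basal lamina, 1 was higher and 3 were lower (1 higher and 2 lower when adjusted over the list alone). The laminin receptor gene Itga7 rose by 0.32, and Col5a3, Col4a2 and Dag1, the dystroglycan gene, fell by 0.30, 0.19 and 0.17 (adjusted p = 7.3e-04, 6.6e-04, 0.013 and 0.044). None of these 3 lists passed camera at its preset correlation (adjusted p = 0.91, 0.27 and 0.93). Erbb3, Yap1, Foxd3, Mitf, Pou3f1, Runx2 and Jun were chosen after their values were seen. Egr2, Yap1, Foxd3, Nab1, Col4a2 and Dag1 lost their calls with counts scaled from TPM (adjusted p from 0.061 to 0.99), Foxd3, Nab1, Mitf, Runx2, Jun, Col4a2 and Dag1 with total counts in place of TMM factors (adjusted p from 0.055 to 0.43), Mitf with library sizes made without the 10 largest genes (adjusted p = 0.061), and Dag1 without a filter or with library sizes made without the 10 largest genes (adjusted p from 0.066 to 0.085). With 1 mouse left out, Foxd3 lost its call without Control replicates 1, 2 or 3 or MpzNedd4cKO replicates 2 or 3 (adjusted p up to 0.053), Mitf without Control replicate 2 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.070), Runx2 without Control replicate 2 (adjusted p = 0.058), and Dag1 without Control replicates 2, 3 or 4 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.14).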

We consider it likely that these observations, found in conjunction with significantly reduced levels of transcripts encoding myelin proteins, reflect the delayed developmental myelination status of SNs of *Mpz*Nedd4^cKO^ mice. Additional unbiased analysis of significantly upregulated transcripts yielded several categories related to mitosis and cell cycle regulation in mutants. These findings are of interest and reminiscent of related cell dynamic aspects discussed earlier. However, we have not been successful to identify convincing patterns of consistent specific cellular pathway alterations due to SC‐Nedd4 depletion in this context, possibly also related to the technical approach used (Gerber et al., 2021).

Given its role as E3 ubiquitin ligase, Nedd4 is likely capable of conjugating ubiquitin to a plethora of targets in the healthy SC‐ and OL‐lineages. To further explore which proteins are differentially ubiquitinated if Nedd4 is conditionally deleted, it would be particularly interesting to carry out proteomics analysis of ubiquitinated proteins (Fulzele & Bennett, 2018) as recently done using a neural crest cell line (Lohraseb et al., 2022). Ideally, such a strategy requires extraction of correct cell types from the relevant physiological context. This would entail using Nedd4 conditional knock‐out and Control SCs acutely extracted from SNs undergoing radial sorting, and OL‐lineage cells extracted from SpC undergoing OL differentiation. Our pilot efforts showed that major technical improvements will be required to enable robust experiments, including substantially increased assay sensitivity to reduce the amount of protein needed (Kim et al., 2011; Vere et al., 2020).

In addition to limitations of our study discussed already, we would like to mention some specifics related to the transgenic tools used in the CNS analysis. The Cnp^cre^ and Olig2^cre^ mice that we employed to conditionally disrupt the *Nedd4* gene are well established to achieve recombination involving LoxP sites in the OL lineage (for Cnp^cre^ see MGI:3051635, and for Olig2^cre^ see MGI:3810299) (Goebbels & Nave, 2019). Notably, these Cre lines carry both knock‐in alleles and thus, the respective mutant animals harbor only one functional copy of *Cnp* or *Olig2*. Based on previous studies using these mouse lines, combined with our findings and those of Ding et al. (2020), we consider it unlikely that our restricted interpretations about Nedd4 function are significantly disturbed by these particular genetic settings.

Cnp^cre^ can cause recombined floxed sites in some neurons (Genoud et al., 2002; Goebbels & Nave, 2019; Jo et al., 2021; Tognatta et al., 2017). Concerning the Olig2^cre^ line, indications for recombined floxed sites have been found in some astrocytes and a subset of neurons (Carson et al., 2015; Ju et al., 2016; Schüller et al., 2008; Short et al., 2019; Tsai et al., 2012). We have not examined potential recombination outside of the OL lineage in our settings and cannot formally exclude an influence of such events. However, we have no indication that our interpretations of the results concerning Nedd4 function in OL‐lineage development could be majorly affected. In particular, we have not observed evident signs of axonal/neuronal pathology.

Taken together, despite some limitations and the restricted analyses performed, when considering our findings in conjunction with the study by Ding et al. (2020), four independent Cre lines used to examine the effects of Nedd4 loss on OL‐lineage development have yielded consistent results indicating crucial functions of this ubiquitin ligase in OL biology.

## AUTHOR CONTRIBUTIONS

*Conceptualization*: C.F., J.A.P., and U.S. *Methodology*: C.F., J.A.P., J.G., S.B., J.D., and U.S. *Validation*: C.F., J.G., and J.A.P. *Formal analysis*: C.F., J.G., I.B., J.F., S.B., and M.K. *Investigation*: C.F., J.G., I.B., J.F., M.K., S.B., and J.A.P. *Data curation*: C.F., J.G., and J.A.P. *Writing—original draft*: C.F. and J.A.P. *Writing—review and editing*: C.F., J.A.P., J.G., I.B., J.D., S.B., J.F., M.K., and U.S. *Visualization*: C.F. and J.A.P. *Supervision*: C.F., J.A.P., and U.S. *Resources*: U.S. *Project administration*: U.S.

## Supporting information

**Supplementary Figures**:

**Table S1: Processed RNA sequencing data from postnatal day 5 (P5) sciatic nerves**.
Processed bulk RNA sequencing data of detected transcripts derived from *Mpz*Nedd4^cKO^ and Control sciatic nerves at P5.

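Table S1 gives, for each detected gene, the authors' FDR and log2 ratio of MpzNedd4cKO over Control and values for each of the 8 mice. The first 1999 of its 13615 rows were used here. Its normalized counts equal the sum of the deposited estimated counts of a gene's transcripts times a factor for the library, within the 4 significant digits printed and a tolerance of 0.02%. This held in all 8 mice for 1956 of those genes with the transcripts of GENCODE M21 and for 1988 after the placed transcripts were added. The 32 genes completed were chosen by this same match, so for them, Nedd4 and Mpz included, it was fixed in advance. For Mpz, 2 transcripts were added, of which 1 has the same length and the same estimated counts as an annotated transcript of the gene, and the remaining gap was at most 0.0334% in any mouse. The paper's log2 ratio is -1.484 for Nedd4, -0.5476 for Mpz, -0.7144 for Mbp, 0.3323 for Mki67 and 0.3221 for Vhl. Each lies within the standard error of the value obtained here, which starts from the same counts.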

**Table S2: Statistical analysis summary**.
Summary of the statistical analysis reported in this study.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. RNA sequencing data are available at the Gene Expression Omnibus (GEO) accession number GSE217272.

# Supplementary material for: The E3 ubiquitin ligase Nedd4 fosters developmental myelination in the mouse central and peripheral nervous system
**Source:** Glia. 2024 Nov 7;73(2):422–44. doi: 10.1002/glia.24642
**Supplement:** Supplementary file 1 — Supplementary Figures:

# Figure S1

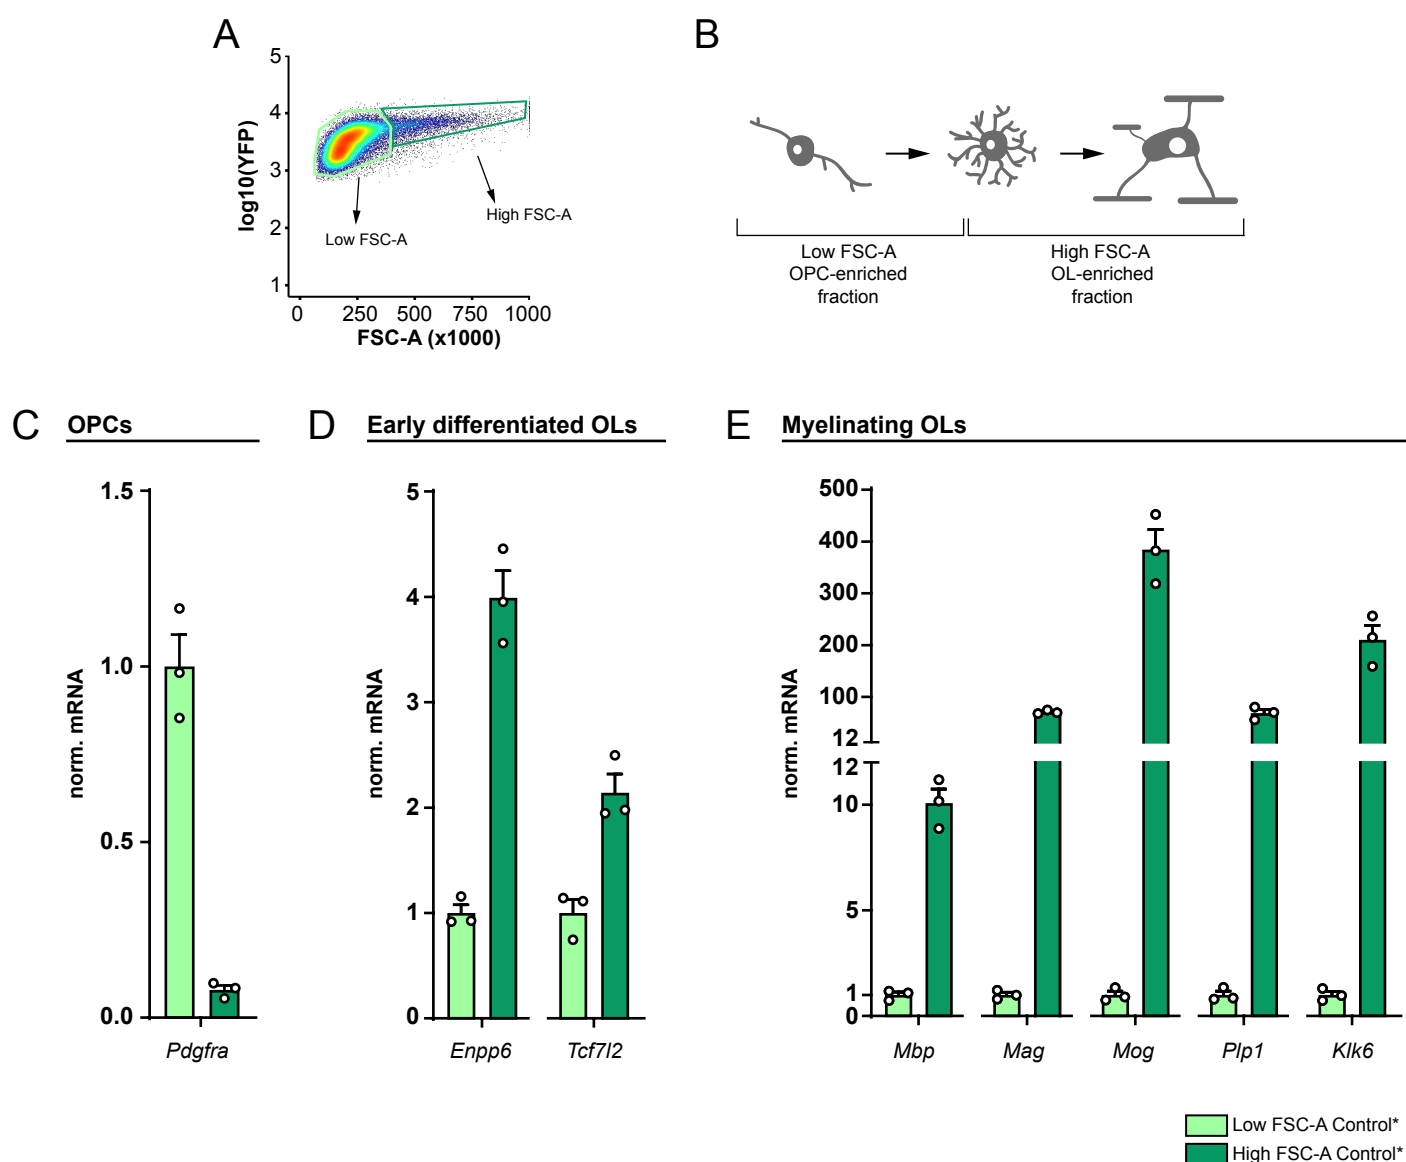

**Figure S1. Enrichment for oligodendrocyte precursor cells and differentiated oligodendrocytes in separate populations by FACS.**

**A)** Exemplary plot showing the gating strategy to enrich for oligodendrocyte precursor cells (Low FSC-A; OPCs) and differentiated oligodendrocytes (High FSC-A; OLs) sorted from SpCs at P10. Gating of YFP-positive cells (y-axis) and forward scatter area (FSC-A; x-axis) were used to select for recombined cells according to cell size.

**B)** Schematic representation of the sorting populations obtained following the gating strategy depicted in (A).

**C-E)** RNA of Control\* cells acutely extracted according to the strategy depicted in (A) were submitted to RTqPCR analysis of genes expressed at different stages in the OL lineage and normalized to *Actinb*. The Low FSC-A mean value of each monitored gene was set to 1 (n = 3 mice per sample). **C)** *Pdgfra* was monitored as marker for OPCs. **D)** *Enpp6* and *Tcf7l2* were used as markers for early differentiated, not yet myelinating OLs. **E)** *Mbp*, *Mag*, *Mog*, *Plp1* and *Klk6* were analyzed as they are highly expressed in myelinating OLs (Marques et al., 2016; Xiao et al., 2016). Error bars indicate standard error of the mean (SEM).

# Figure S2

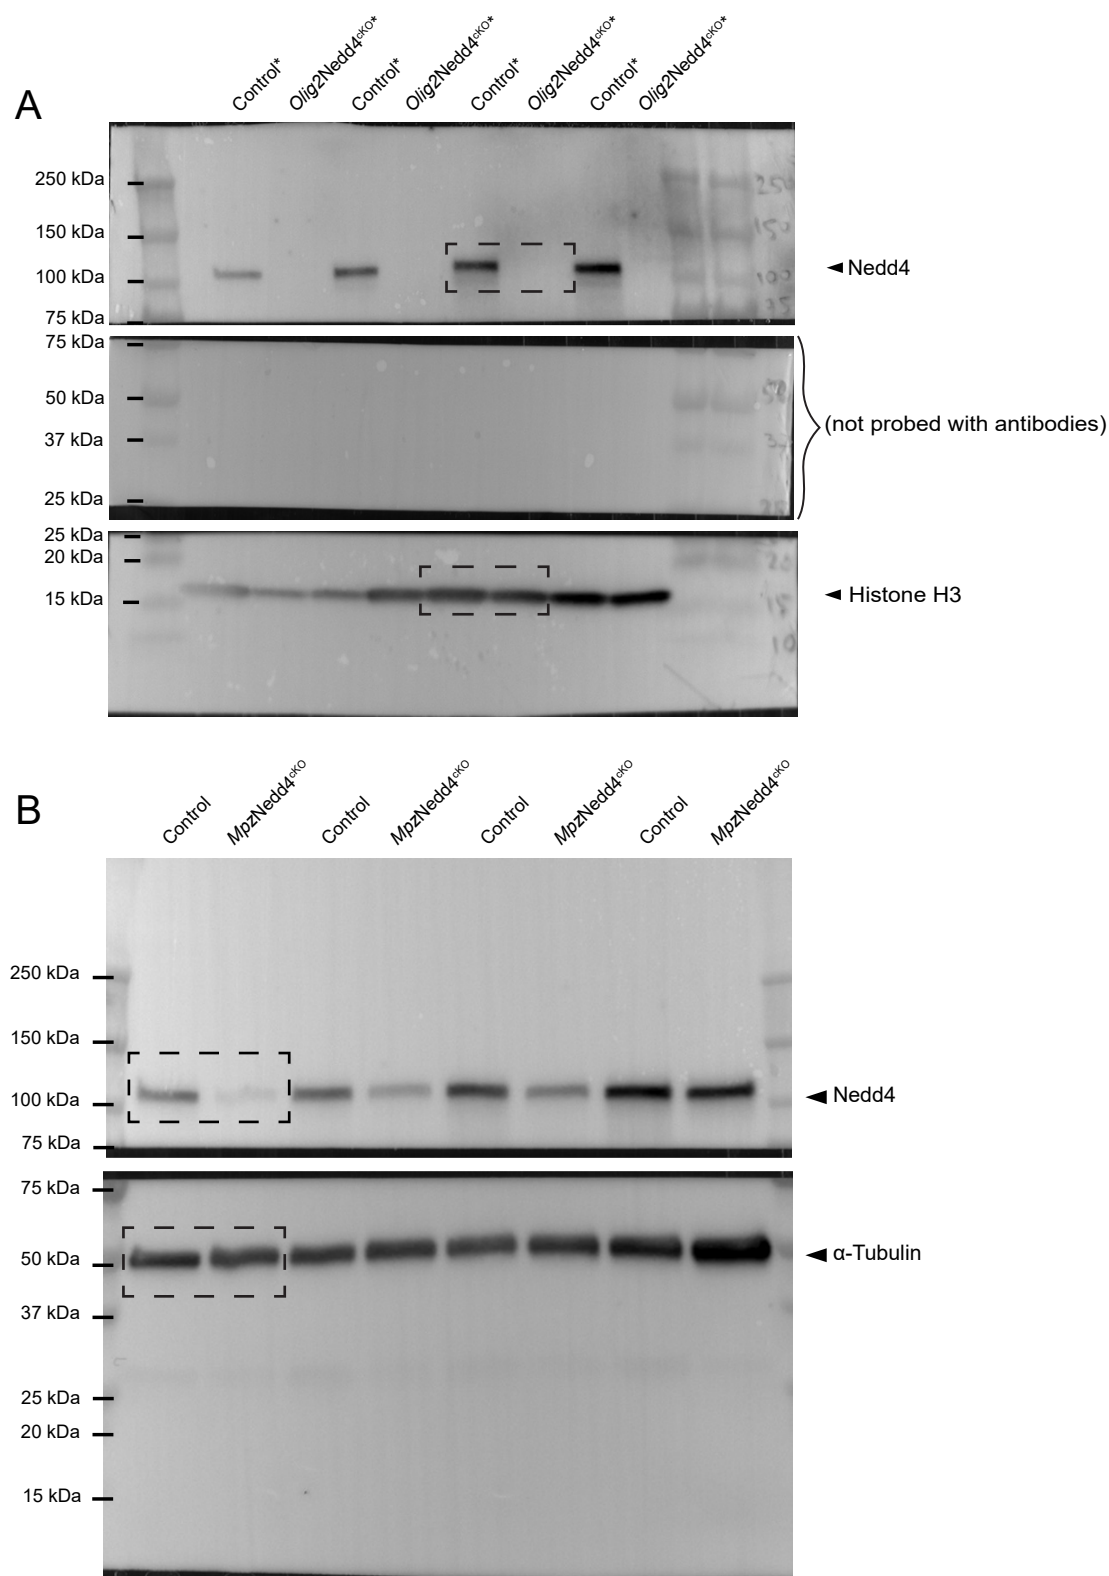

**Figure S2. Full-length blot images related to Figure 1 and Figure 6.**

**A)** Full images of western blots included in Figure 1B, showing the chemiluminescent signal overlaid with the respective brightfield image of the membrane. Dashed lines represent cropped images shown in Figure 1B as chemiluminescent signal only. Controls\* and *Olig2Nedd4*<sup>CKO</sup>\* samples are indicated above each corresponding lane. Membrane was cut at 75 kDa and 25 kDa prior to incubation with antibodies. **B)** Full images of western blots included in Figure 6B, showing the chemiluminescent signal overlaid with the respective brightfield image of the membrane. Dashed lines represent cropped images shown in Figure 6B as chemiluminescent signal only. Controls and *MpzNedd4*<sup>CKO</sup> samples are labelled above each corresponding lane. Membrane was cut at 75 kDa prior to incubation with antibodies. The molecular size shown next to the cropped bands refers to the apparent molecular weight estimated from Precision Plus Protein Standards (BioRad, Cat. #161–0373).

# Figure S3

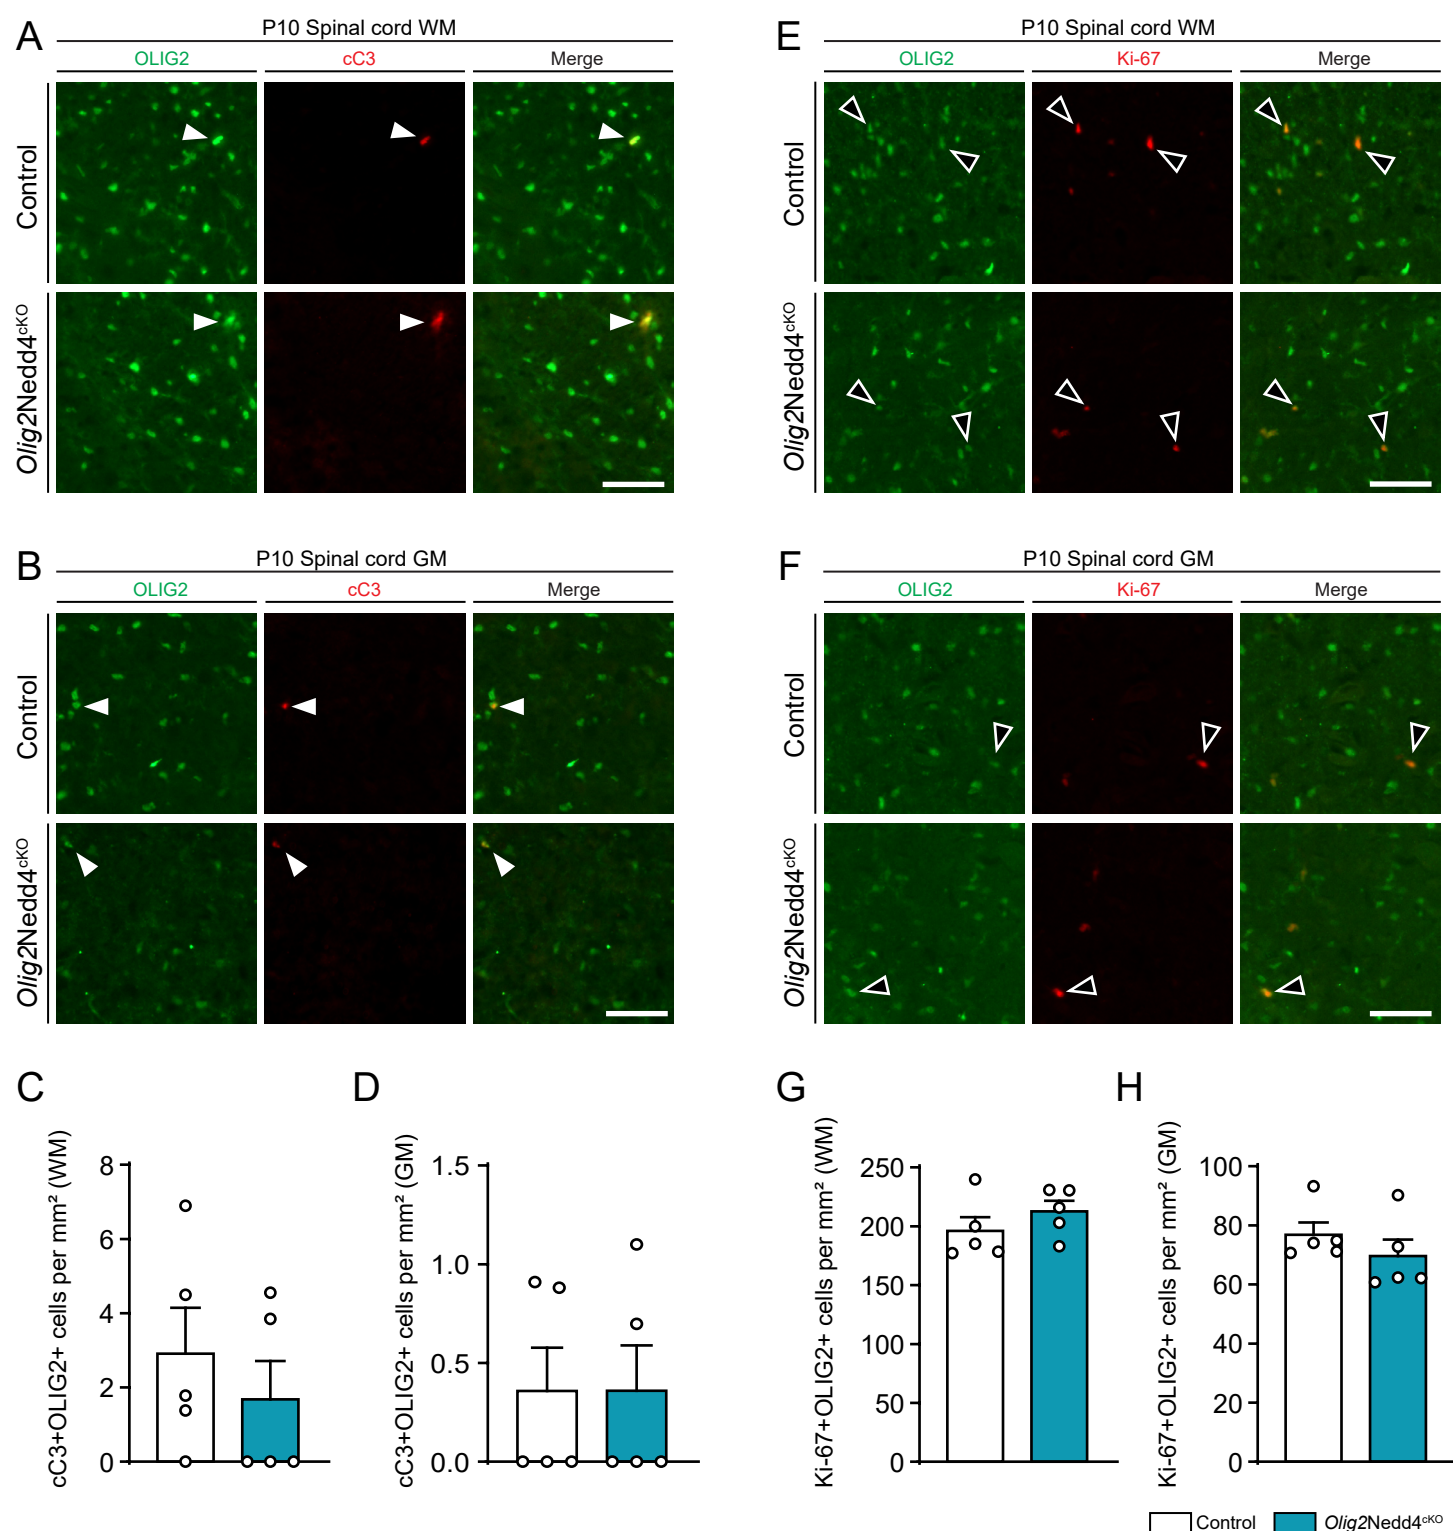

**Figure S3. No significant changes in apoptosis and proliferation among oligodendrocyte-lineage cells in P10 spinal cords from *Olig2Nedd4<sup>cKO</sup>* and Control mice.**

**A-B)** Exemplary immunostainings of cross-sections from *Olig2Nedd4<sup>cKO</sup>* and Control mice in SpC WM (A) and GM (B) at P10 labelled with cleaved caspase 3 (cC3) and OLIG2 antibodies. White arrowheads indicate examples of cC3+ OLIG2+ cells. Scale bar: 50  $\mu$ m. **C)** Quantification of cC3+ OLIG2+ cells per mm<sup>2</sup> as shown in (A). **D)** Quantification of cC3+ OLIG2+ cells per mm<sup>2</sup> as shown in (B). **E-F)** Exemplary immunostainings of cross-sections from *Olig2Nedd4<sup>cKO</sup>* and Controls in SpC WM (E) and GM (F) at P10 labelled with Ki-67 and OLIG2 antibodies. Black arrowheads with white outline indicate examples of Ki-67+ OLIG2+ cells. Scale bar: 50  $\mu$ m. **G)** Quantification of Ki-67+ OLIG2+ cells per mm<sup>2</sup> as shown in (E). **H)** Quantification of Ki-67+ OLIG2+ cells per mm<sup>2</sup> as shown in (F). **A-H)** n = 5 mice per genotype, two-tailed unpaired Student's t-test. Error bars indicate standard error of the mean (SEM).

# Figure S4

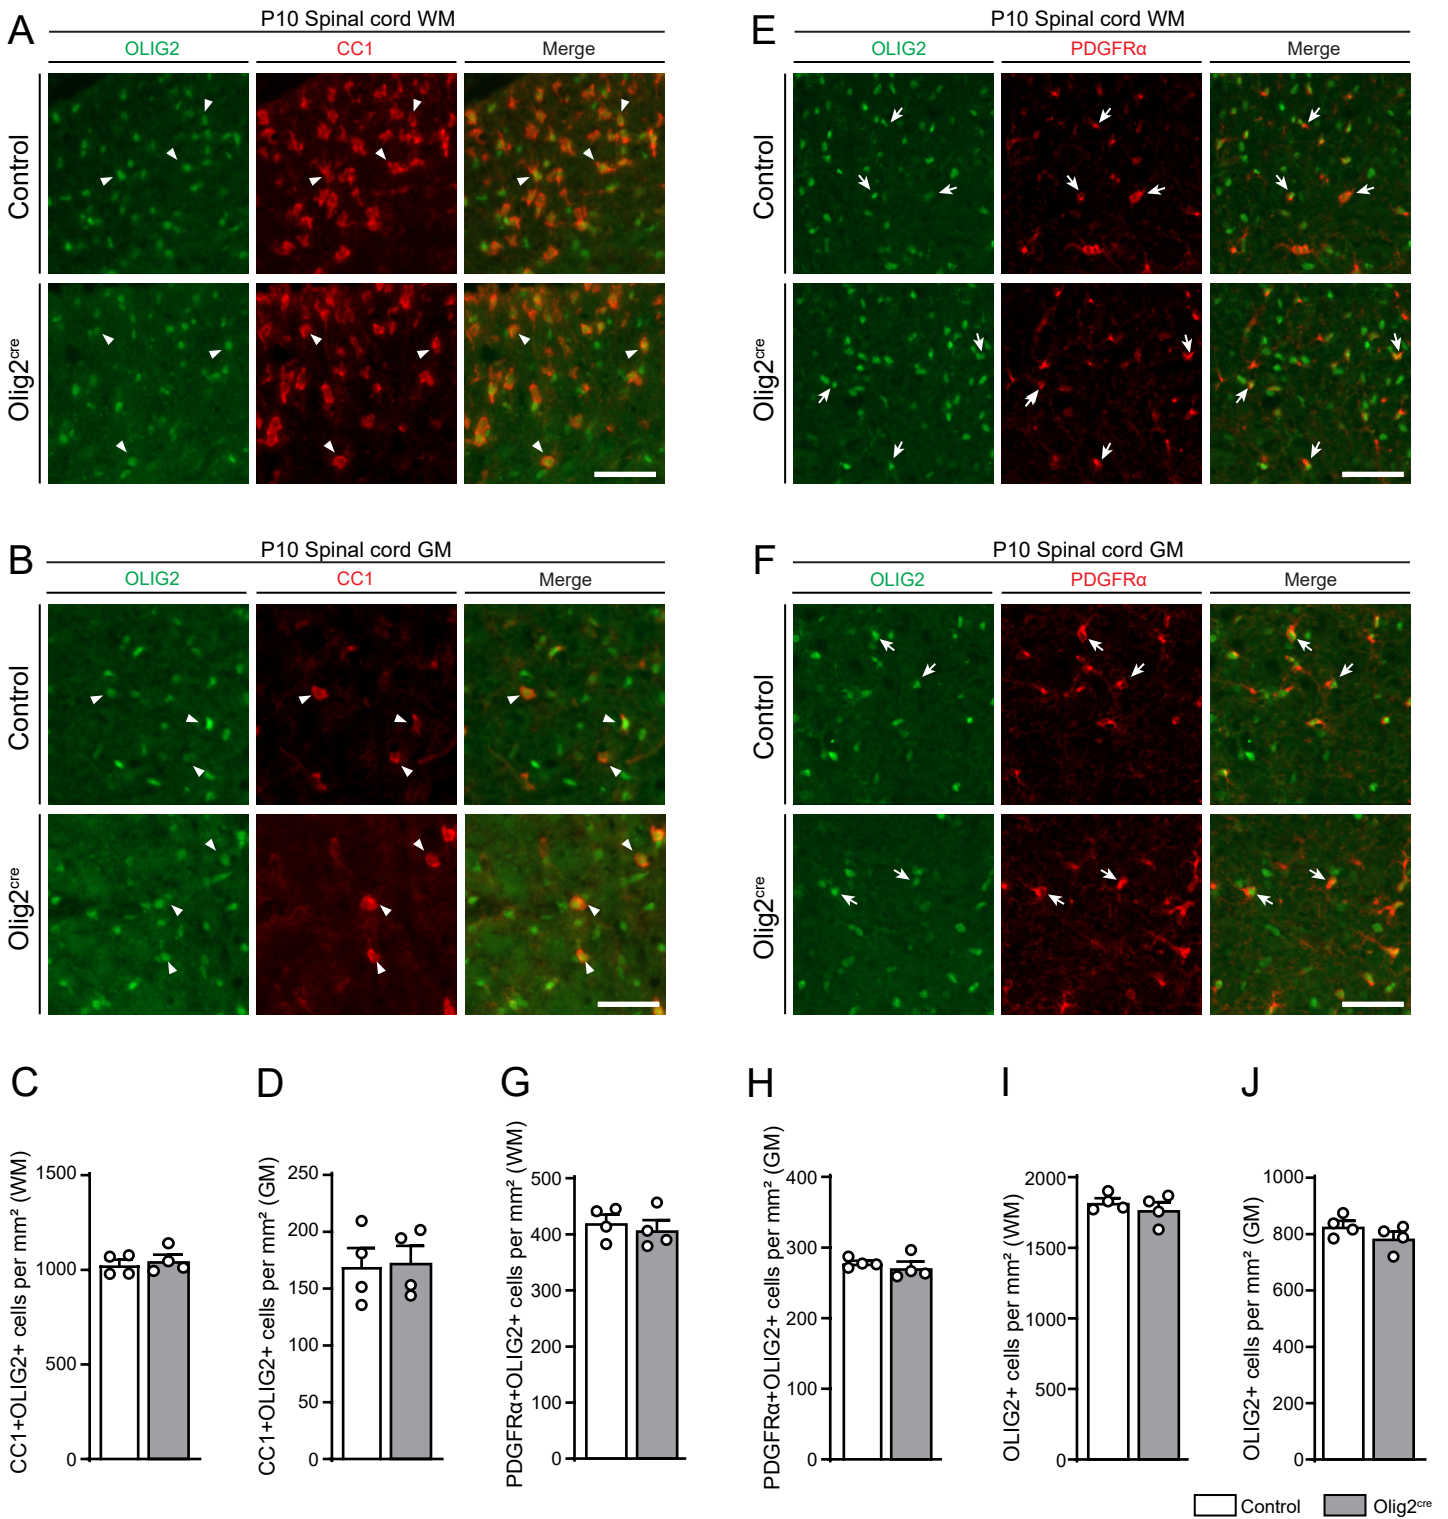

**Figure S4. The presence of only one *Olig2* functional allele in *Olig2<sup>cre</sup>* mice is not associated with significant alterations in the density of oligodendrocyte-lineage cells (OLIG2+), differentiated oligodendrocytes (CC1+ OLIG2+), or oligodendrocyte precursor cells (PDGFR $\alpha$ + OLIG2+) compared to wildtype mice in P10 spinal cords.**

**A-B** Representative immunostainings of cross-sections from P10 *Olig2<sup>cre</sup>* and Control (wildtype) mice in SpC WM (A) and GM (B) labelled with CC1 and OLIG2 antibodies. White arrowheads indicate examples of CC1+ OLIG2+ cells. Scale bar: 50  $\mu$ m. **C** Quantification of CC1+ OLIG2+ cells per mm<sup>2</sup> as shown in (A). **D** Quantification of CC1+ OLIG2+ cells per mm<sup>2</sup> as shown in (B). **E-F** Representative immunostainings of cross-sections from P10 *Olig2<sup>cre</sup>* and Control (wildtype) mice in SpC WM (E) and GM (F) labelled with PDGFR $\alpha$  and OLIG2 antibodies. White arrows indicate examples of PDGFR $\alpha$ + OLIG2+ cells. Scale bar: 50  $\mu$ m. **G** Quantification of PDGFR $\alpha$ + OLIG2+ cells per mm<sup>2</sup> as shown in (E). **H** Quantification of PDGFR $\alpha$ + OLIG2+ cells per mm<sup>2</sup> as shown in (F). **I** Quantification of OLIG2+ cells per mm<sup>2</sup> as shown in (E). **J** Quantification of OLIG2+ cells per mm<sup>2</sup> as shown in (F). **A-J** n = 4 mice per genotype, two-tailed unpaired Student's t-test. Error bars indicate standard error of the mean (SEM).

## Figure S5

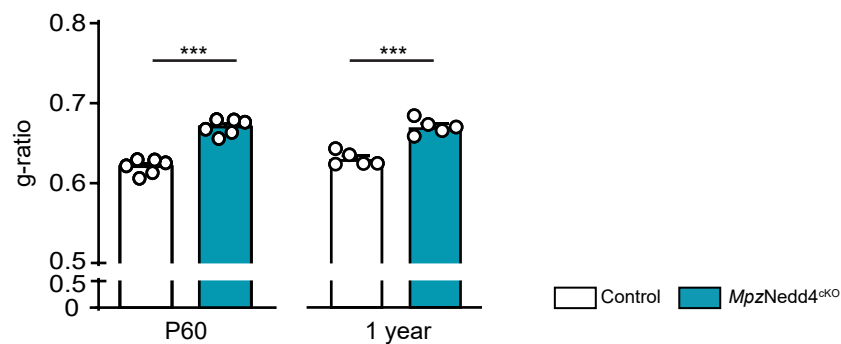

**Figure S5. Automated g-ratio quantification in sciatic nerves of *MpzNedd4<sup>CKO</sup>* and respective Controls.** Mean g-ratio values per mouse derived from automated quantification of myelinated axons in P60 and 1-year old *MpzNedd4<sup>CKO</sup>* compared to Control SNs (P60: n = 6 mice per genotype, 1483-2089 axons quantified per animal; 1 year: n = 5 mice per genotype, 1970-2302 axons quantified per animal; \*\*\* p<0.001; two-tailed unpaired Student's t-test). Error bars indicate standard error of the mean (SEM).

Figure S6

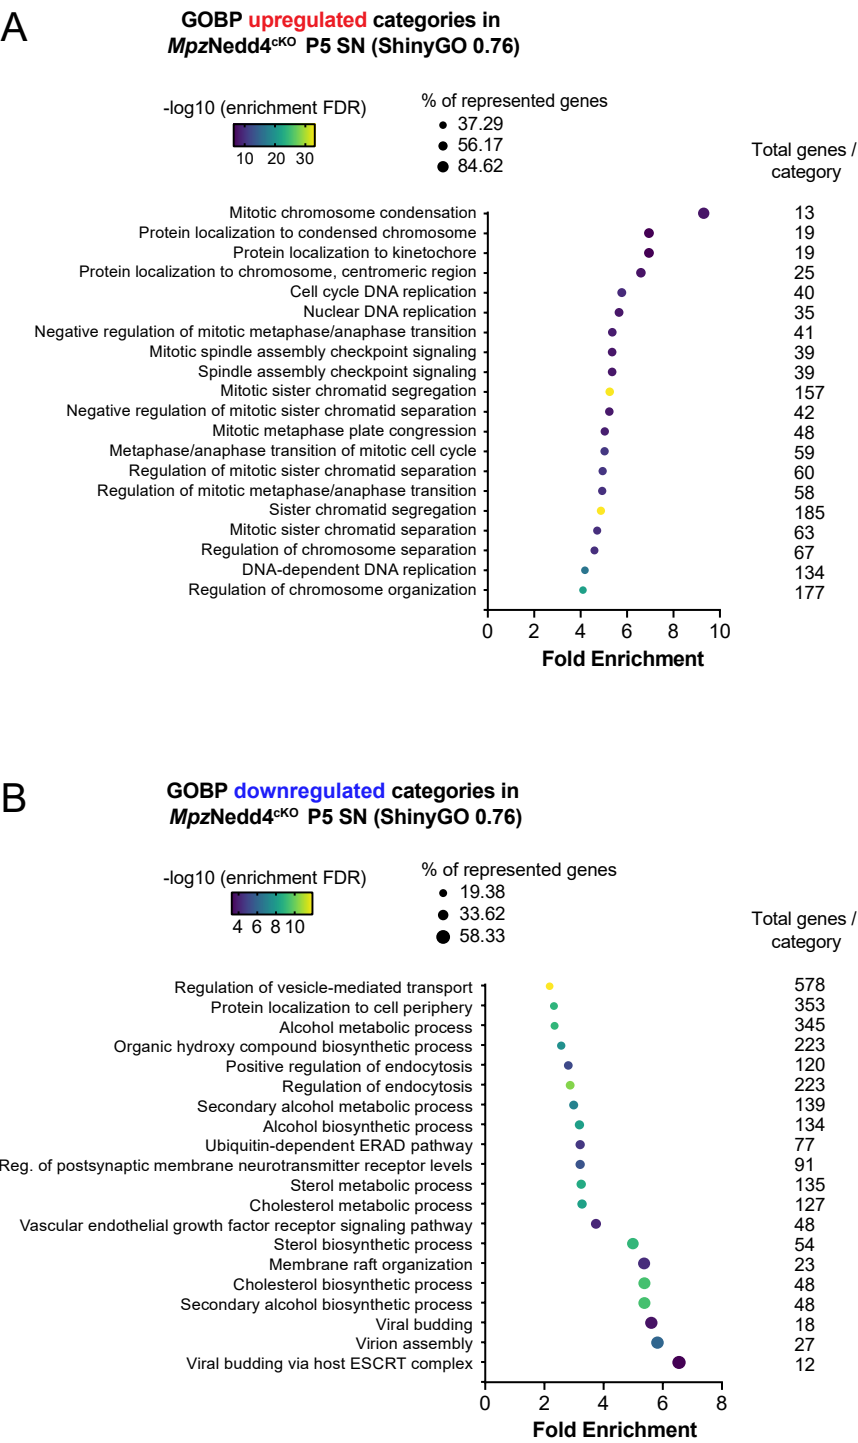

**Figure S6. Gene ontology of biological processes analysis with ShinyGo highlights similar categories as the analysis with EnrichR.**

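Of 27 genes of the ESCRT machinery, which sorts ubiquitinated cargo into endosomes, 11 were lower in MpzNedd4cKO than in Control SNs, 2 were higher and 14 did not pass the test (2 higher and 12 lower when adjusted over the list alone). Chmp2a, Chmp4b, Chmp1b and Vps28 fell by 0.38, 0.27, 0.29 and 0.33 on the log2 scale (adjusted p = 3.3e-04, 4.3e-04, 0.0013 and 0.0017 from edgeR's quasi-likelihood test). Tsg101, a subunit that binds ubiquitin, fell by 0.23, and Chmp1a and Ist1 rose by 0.23 and 0.14 (adjusted p = 0.0051, 0.0018 and 0.049). Camera at its preset correlation gave adjusted p = 0.012 for the list, adjusted p = 0.20 with an estimated correlation and adjusted p = 0.15 with total counts in place of TMM factors. Macrophage and endothelial markers had medians of -0.39 and -0.37 in the same nerves. Of 19 measured genes of endoplasmic reticulum stress and associated degradation, 3 were lower and 2 were higher (3 higher and 3 lower when adjusted over the list alone), and camera did not call the list (adjusted p = 0.67). Os9 and Sel1l, which act in the removal of misfolded proteins, and the chaperone gene Dnajb9 fell by 0.39, 0.23 and 0.34 (adjusted p = 1.2e-04, 0.0026 and 0.0032). Edem1 and Sdf2l1 rose by 0.25 and 0.36 (adjusted p = 0.0074 and 0.046), but Edem1 had -0.19 with counts scaled from TPM. Tsg101, Chmp1a, Ist1 and Sdf2l1 were chosen after their values were seen. Tsg101 and Sel1l lost their calls with total counts in place of TMM factors (adjusted p from 0.055 to 0.091), Ist1 with the size factors of DESeq2, with edgeR's likelihood ratio test, with limma-voom, without a filter, with a stricter filter or with the likelihood ratio test and no filter (adjusted p from 0.051 to 0.073), and Sdf2l1 without a filter or with the likelihood ratio test and no filter (adjusted p from 0.051 to 0.060). Among fits with 1 mouse left out, Ist1 lost its call without Control replicates 2, 3 or 4 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.12), and Sdf2l1 without Control replicates 1, 2 or 3 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.13).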

**A)** ShinyGo GOBP analysis for significantly upregulated transcripts expressed by *MpzNedd4*<sup>CKO</sup> compared to Control SNs at P5 (FDR < 0.05; n = 4 mice per genotype). **B)** ShinyGo GOBP analysis for significantly downregulated transcripts expressed by *MpzNedd4*<sup>CKO</sup> compared to Control SNs at P5 (FDR < 0.05; n = 4 mice per genotype). Categories shown were sorted in ShinyGo by average ranks (FDR and fold change). The size of the dots relates to the percentage of genes represented in the dataset out of the indicated total genes in each category. The color of the dots relates to the heatmap showing the -log10 of enrichment FDR.

How the deposited data were processed for this re-analysis (not part of the article)

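SNs of 4 Control and 4 MpzNedd4cKO mice at P5 were compared, with 1 deposited table per mouse and no technical replicates. The authors prepared polyadenylated RNA, sequenced single reads, trimmed them with Trimmomatic and assigned them to GRCm38.p6 transcripts with kallisto. The deposited expected counts are the estimated counts of reads per transcript that kallisto wrote, neither whole numbers nor normalized. The deposited TPM values are the same estimates scaled by effective transcript length and library total, and they were used only for the alternative of length-scaled counts. Depth as summed estimated counts was 21672766 to 30101959 per mouse.
Transcripts were assigned to genes with GENCODE M21, since the release used by the authors, M23, was not at hand. The 684 transcripts absent from M21 carry 3.74 to 5.39% of the counts. Up to 3 of them at a time were added to a gene where the sum then equalled the normalized counts of that gene in Table S1 in all 8 mice, which completed 32 genes with 41 transcripts. The other 643, with 0.364 to 0.402% of the counts, were left out. Only the first 1999 rows of that table could be used.
Counts were rounded and filtered with filterByExpr (at least 10 counts in the smallest group's number of mice and 15 in all), which kept 14397 genes. TMM factors, dispersions and the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3 were used with genotype as the term of the model and without robust fitting. Genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Fold changes on the log2 scale are MpzNedd4cKO over Control, their standard error is the fold change over the square root of F, and levels are TMM-normalized CPM with SD. Correlations between mice used log2 CPM with a prior count of 2. Exact permutation tests used all 70 assignments of 4 of 8 mice. Gene lists were tested with camera of limma 3.58.1 at its preset correlation of 0.01 and with a correlation estimated for each list, adjusted over 32 lists, and calls were also adjusted over the genes of each list alone.
The lists hold myelin, lipid, cell cycle, SC stage, cell type, ribosome, protein quality control, HIF1A, ESCRT, immediate early, mitochondrial and sex-linked genes. The genes named were fixed as Nedd4, the genes of Figure 10b, the 12 largest rises and the 12 largest falls among called genes with a mean of at least 5 CPM and no overlap between genotypes, up to 4 genes per list with the smallest adjusted p, and genes the paper names; values in the part of Table S1 at hand count as seen. A further 24 genes were chosen after their values were seen, 18 as members of small counts and 6 for their role.
The alternatives were DESeq2 size factors, total counts, DESeq2 1.42.0, the likelihood ratio test of edgeR, limma-voom, no filter, at least 10 counts in every mouse, length-scaled counts, a correction for gene length with a smooth curve of span 0.3, the replicate number as a block with and without that correction, and leaving out each mouse. After the data were seen, 4 more were added, namely M21 transcripts alone, library sizes without the 10 largest genes, the likelihood ratio test with no filter, and the test of the Nedd4 family without Nedd4.
The calculation was tested on simulated data with 200 changed genes. All of 50 genes changed by 1 and all of 50 changed by 2 on the log2 scale were called, and 11 of 168 calls (6.55%) were unchanged genes. A simulated changed list gave adjusted p = 3.8e-23 with camera, and 0 of 30 random lists passed. The simulated genes were drawn independently, while camera estimated correlations of 0.27 for mitosis and 0.36 for cholesterol genes in the data. The random lists therefore do not test the preset correlation for genes that vary together. No library was a copy of another, with a chi-square per gene of 3.61 to 15.7 within genotypes and 27.3 to 56.2 between them. Enrichment with EnrichR, ShinyGo and IPA was not run, since their term lists were not at hand. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.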

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

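The tests with other splits of the mice, the comparisons of a list with all other genes tested and the test of sex were chosen after the results were seen. The other tests below were written down before their results were seen. Bootstrap intervals and matched sets draw genes rather than mice and treat genes as independent, so the spread between mice is left out. Camera estimated correlations of 0.17 for replication, 0.27 for mitosis, 0.36 for cholesterol and 0.59 for ribosomal protein genes. The intervals can therefore be too narrow.
Single mice stood far from the other 3 of their genotype in 24 of 374 groups of 4 values, where chance gives about 1 in 20, or 18.7, and at most 6 were in the same mouse; the range of the other mice is in parentheses. In Control replicate 1, Hecw2 was at 62.0 CPM (66.2 to 66.6) and Tenm2 was at 8.53 CPM (11.9 to 12.4). In Control replicate 2, Clvs1 was at 37.7 CPM (34.1 to 34.6), Drp2 was at 992 CPM (1068 to 1077), Hba-a1 was at 367 CPM (67.9 to 81.5), Hbb-bs was at 379 CPM (78.1 to 103), Rps27 was at 40.9 CPM (34.6 to 35.6) and Runx2 was at 4.88 CPM (4.33 to 4.41). In Control replicate 3, Ddx3y was at 0.037 CPM (65.8 to 74.7), Kdm5d was at 2.85 CPM (32.8 to 36.3), Uty was at 0.185 CPM (18.2 to 19.5), Wdr12 was at 13.9 CPM (13.3 to 13.4) and Wwp2 was at 85.1 CPM (81.7 to 81.8). In Control replicate 4, Actn2 was at 1.43 CPM (1.22 to 1.25), Foxd3 was at 41.9 CPM (50.3 to 51.2), Ndfip1 was at 146 CPM (125 to 128), Rpl39 was at 81.6 CPM (90.2 to 90.8) and Sirt2 was at 447 CPM (507 to 512). In the same mouse the median ratio of effective to annotated length of the better covered transcripts was 0.9553 (0.9681 to 0.97 in the other Controls). The MpzNedd4cKO mice had 0.9601 to 0.9622, all below these other Controls. Apart from Control replicate 4, this ratio thus differed by genotype, and the reason was not tested. In MpzNedd4cKO replicate 1, H2-Eb1 was at 8.90 CPM (6.60 to 6.97) and Nab1 was at 61.6 CPM (65.3 to 66.0). In MpzNedd4cKO replicate 2, Hba-a2 was at 205 CPM (76.5 to 94.2). In MpzNedd4cKO replicate 3, Cldn1 was at 36.0 CPM (21.3 to 23.4). In MpzNedd4cKO replicate 4, Rgs5 was at 88.9 CPM (102 to 104).
The paper does not describe the following lists. The median log2 fold change was -0.37 for markers of endothelial cells. For pericytes and smooth muscle it was -0.38. Macrophage markers had a median of -0.39. For mitochondrially encoded genes the median was -0.45. The Nedd4 family and its adaptors had a median of -0.10, which is smaller than the shift of 0.12 that total counts bring to all genes, and -0.07 without Nedd4 itself.
Of 68 cell cycle genes, 58 were higher and 1 was lower. A lower share of RNA from SCs would raise the transcripts of every other cell type alike, but cell cycle genes exceeded the markers of 5 other cell types by a median of 0.65 on the log2 scale (95% bootstrap interval over genes 0.53 to 0.75), and those markers had a median of -0.27. The 5 cell types did not move alike, with medians of 0.07 for fibroblasts and 0.16 for perineurial cells and negative medians for the others. Fibroblast markers went from 2.17% of counts in Control to 2.70% in MpzNedd4cKO SNs. A larger share of only some of the other cells is therefore not covered by this comparison. Against a few genes taking most of the counts, which would raise all other genes alike, cell cycle genes exceeded all other genes tested by a median of 0.38 (95% bootstrap interval 0.35 to 0.43). Against gene length, 58 of the 58 called stayed called with length correction. With counts scaled from TPM, 28 mitosis and 17 replication genes were called higher, against 37 and 21 in the main fit. Against sex as the whole cause, they were higher by a median of 0.40 (95% bootstrap interval 0.35 to 0.44) in the MpzNedd4cKO mice among the 3 Control and 2 MpzNedd4cKO mice with Y-linked transcripts. Which cells carry the rise stays open, as bulk RNA does not show it and the paper reports that the percentages of EdU+ and of Ki-67+ SCs were not significantly reduced at P5 and proposes a mild increase of Ki-67+ SCs at P1, and litter and the number of cells per nerve were not tested.
Of 79 genes of cytosolic ribosomal proteins, 45 were higher, 1 was lower and 33 did not pass, and camera with an estimated correlation did not call the list (adjusted p = 0.36). Against gene length, 0% of 10000 sets of other genes matched on length and expression reached their median of 0.19, and the sets ranged from -0.16 to -0.003 (95% interval). Against a few genes taking most of the counts, they exceeded all other genes tested by a median of 0.18 (95% bootstrap interval 0.15 to 0.21). Reads shared with pseudogenes and the cell type of origin were not tested.
Of 20 cholesterol biosynthesis genes, 15 were lower and none was higher. A lower share of SCs in the nerve as the whole cause would lower SC genes alike. Cholesterol genes lay below SC identity genes by a median of 0.26 on the log2 scale (difference -0.26, 95% bootstrap interval -0.47 to -0.04). SC identity genes moved both ways, with quartiles of -0.19 and 0.19, so their median is a weak measure of that share. The 20 other myelin genes had a median of -0.25, near the -0.26 of the cholesterol genes, so the comparison does not decide the question. All 15 of the 15 called cholesterol genes stayed called with length correction, against gene length, but 11 were called lower with counts scaled from TPM. How much comes from fewer SCs stays open, since the paper reports fewer of them in the nerve. A part from endothelial cells, pericytes or macrophages stays open too. Of their markers, 9 of 14, 6 of 9 and 8 of 18 were lower. None of these lists passed camera with an estimated correlation (adjusted p = 0.15, 0.20 and 0.36).
Other splits of the 8 mice into 4 and 4 were compared with the genotype split over all 35 splits. For genes changed between the genotypes (3784), genes lower (1929) and genes higher (1855), 1 of 35 splits, the genotype split itself, gave a value as large, with 1, 1 and 0 genes in the highest other split. At an unadjusted p under 0.05 from edgeR's quasi-likelihood test the gap was smaller, with 5539 genes in the genotype split and 2508 in the highest other split. Within lists, at most 1 gene was called in any other split, so genes at an unadjusted p under 0.05, the larger of both directions, were counted, with the same 1 of 35 for myelin proteins of Figure 10b (6, 4 in the highest other split), cholesterol biosynthesis genes (19, 12 in the highest other split), DNA replication genes (27, 12 in the highest other split) and mitosis genes (37, 18 in the highest other split). Each highest other split at an unadjusted p under 0.05 kept most mice of one genotype in one group, so it held part of the genotype contrast. Splits that divided each genotype evenly had at most 567 genes at that p, and at most 1 in any of these lists. In every other split genotype adds to the spread within groups, so few adjusted calls there were partly built in. Over all genes, the share of splits with a value as large is under 0.05, but 1 of 35 is the smallest share possible. For the lists, chance in the division of the mice stays open. The paper shows the genes of Figure 10b for these mice and does not state how it selected them. The other lists were written from terms that the paper reports for the same mice. Chance stays open for the gene list tests too. There 6 of 35 splits gave at least the 14 lists of the genotype split, with 15 in the highest other split. The others of these 6 also kept most mice of one genotype in one group, and evenly divided splits gave at most 10 lists. This count of splits therefore does not measure chance alone.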

How the results depend on the processing

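Of the settings tried, 19 were fixed beforehand and 4 were chosen after seeing the data. Most values of the named genes kept their direction and their side of the threshold. Of 3490 values of 159 genes named by the rule, 3368 kept both, 99 lost and 22 gained a call, and 1 reversed; 108 of 131 called genes were called in every setting. Of 528 values of the 24 genes added later, 455 kept both, 70 lost and 3 gained a call. Many genes named by the rule were picked for a small adjusted p or a large change in the main fit, so keeping a call was partly built in. Edem1 reversed with length-scaled counts from TPM (-0.19, adjusted p = 0.072); the cause was not tested. With total counts, 4414 genes were higher and 956 lower, all of which were among the genes lower with TMM factors; total counts take no account of the fall of the myelin genes of Figure 10b from 14.8 to 10.8% of all counts. Library sizes without the 10 largest genes gave 2738 higher and 1393 lower genes, and length-scaled counts 1399 and 1602, of which 1095 and 1161 were shared with the 1855 and 1929 above and 10 called genes changed sign. The other settings with all 8 mice, apart from the replicate block, gave 1747 to 1930 higher and 1789 to 2100 lower genes. With length-scaled counts, 28 mitosis and 17 replication genes were higher and 11 cholesterol genes lower. With total counts, 10 cholesterol genes were lower. Leaving out each mouse gave 1431 to 2162 higher and 1470 to 2018 lower genes, 6 lower myelin genes of Figure 10b, 12 to 17 lower cholesterol genes, 19 to 24 higher replication genes, 36 to 37 higher mitosis genes, 14 to 16 gene lists past camera, Nedd4 from -1.53 to -1.43 and a separation by genotype of 0.0042 to 0.0051. The sources do not say that replicate numbers mark litters or days; with the number as a replicate block, 1959 genes were higher and 2045 lower, and 2001 and 2173 with length correction, while 0 of 4 pairs had a correlation over 0.1 and 1 of 8 mice was closest to its own number. In the simulation, which gave fewer calls than the data and so had a stricter cutoff, changes of 0.25 on the log2 scale were called in part. The share called in the data was not estimated.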

Other observations

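The lists below were fixed with their tests, and of the settings named, library sizes made without the 10 largest genes and the likelihood ratio test with no filter were chosen after the data were seen. Genes of antigen presentation moved apart in MpzNedd4cKO SNs. Of 7 measured MHC class II genes, H2-DMb1 and H2-DMa, which load peptides, fell by 0.99 and 0.76 on the log2 scale, and H2-Aa and H2-Eb1, which encode chains of the presenting molecules, rose by 0.55 and 0.45 (2 higher and 2 lower when adjusted over the list alone). The median was 0.34, while camera placed the list lower without calling it (adjusted p = 0.21). H2-Eb1 lost its call with counts scaled from TPM (adjusted p = 0.060). With 1 mouse left out, H2-Aa lost its call without Control replicate 1 or MpzNedd4cKO replicates 1 or 3 (adjusted p up to 0.075), and H2-Eb1 without Control replicates 1, 2 or 4 or MpzNedd4cKO replicates 1, 2 or 3 (adjusted p up to 0.11). Of 8 measured transcripts of neurons that axons can carry, Nefh, the heavy neurofilament gene, rose by 0.33, and Uchl1 and Tubb3 fell by 0.43 and 0.54 (1 higher and 3 lower when adjusted over the list alone; camera adjusted p = 0.65). Among 14 immediate early and dissection stress genes, Nr4a1 and Ier2 rose by 0.53 and 0.47 and Junb fell by 0.33 (2 higher and none lower when adjusted over the list alone; camera adjusted p = 0.91). Junb lost its call with counts scaled from TPM (adjusted p = 0.22) and with total counts in place of TMM factors (adjusted p = 0.17) and with DESeq2, with edgeR's likelihood ratio test, without a filter, with length correction, with library sizes made without the 10 largest genes or with the likelihood ratio test and no filter (adjusted p from 0.051 to 0.11). Among fits with 1 mouse left out, Junb lost its call without any 1 of the 8 mice (adjusted p up to 0.13).
Of 3 measured adipocyte markers, Fabp4, a fatty acid binding protein gene, rose by 1.16 (1 higher and none lower when adjusted over the list alone, and camera adjusted p = 0.49). Together these markers held only 0.001% of counts in either genotype, so this rise is at a low level. None of 3 measured skeletal muscle markers and none of 5 red blood cell genes passed (none higher and none lower when adjusted over the list alone, for both lists; camera adjusted p = 0.91 and 0.93). Red blood cell genes were highest in Control replicate 2 and MpzNedd4cKO replicate 2, with medians of 1.54 and 0.93 on the log2 scale against the Control mean. Snca, the synuclein gene, fell by 0.39 (adjusted p = 6.6e-04), Daam2 had a log2 fold change of -0.09 (adjusted p = 0.14) and Olig2 was too low to test. Of 4 measured Y-linked genes none passed (none higher and none lower when adjusted over the list alone; camera adjusted p = 0.67); Ddx3y was at 65.8, 70.6, 0.037 and 74.7 CPM in the 4 Control and 64.9, 62.3, 0.0441 and 0 CPM in the 4 MpzNedd4cKO mice. The paper states that mice of either sex were used.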
